# A long-term high-fat diet induces differential gene expression changes in spatially distinct adipose tissue of male mice

**DOI:** 10.1152/physiolgenomics.00080.2024

**Published:** 2024-09-30

**Authors:** Malak Alradi, Hassan Askari, Mark Shaw, Jaysheel D. Bhavsar, Brewster F. Kingham, Shawn W. Polson, Ibra S. Fancher

**Keywords:** adipose tissue, obesity, RNA sequencing, subcutaneous adipose, visceral adipose

## Abstract

The accumulation of visceral adipose tissue (VAT) is strongly associated with cardiovascular disease and diabetes. In contrast, individuals with increased subcutaneous adipose tissue (SAT) without corresponding increases in VAT are associated with a metabolic healthy obese phenotype. These observations implicate dysfunctional VAT as a driver of disease processes, warranting investigation into obesity-induced alterations of distinct adipose depots. To determine the effects of obesity on adipose gene expression, male mice (*n* = 4) were fed a high-fat diet to induce obesity or a normal laboratory diet (lean controls) for 12–14 mo. Mesenteric VAT and inguinal SAT were isolated for bulk RNA sequencing. AT from lean controls served as a reference to obesity-induced changes. The long-term high-fat diet induced the expression of 169 and 814 unique genes in SAT and VAT, respectively. SAT from obese mice exhibited 308 differentially expressed genes (164 upregulated and 144 downregulated). VAT from obese mice exhibited 690 differentially expressed genes (262 genes upregulated and 428 downregulated). KEGG pathway and GO analyses revealed that metabolic pathways were upregulated in SAT versus downregulated in VAT while inflammatory signaling was upregulated in VAT. We next determined common genes that were differentially regulated between SAT and VAT in response to obesity and identified four genes that exhibited this profile: *elovl6* and *kcnj15* were upregulated in SAT/downregulated in VAT while *trdn* and *hspb7* were downregulated in SAT/upregulated in VAT. We propose that these genes in particular should be further pursued to determine their roles in SAT versus VAT with respect to obesity.

**NEW & NOTEWORTHY** A long-term high-fat diet induced the expression of more than 980 unique genes across subcutaneous adipose tissue (SAT) and visceral adipose tissue (VAT). The high-fat diet also induced the differential expression of nearly 1,000 AT genes. We identified four genes that were oppositely expressed in SAT versus VAT in response to the high-fat diet and propose that these genes in particular may serve as promising targets aimed at resolving VAT dysfunction in obesity.

## INTRODUCTION

Adipose tissue (AT) is now recognized as much more than a storage site for lipids and its role as an endocrine/paracrine tissue is now well-accepted. Although this clearly affords AT to play major roles in systems physiology, it also implicates AT dysfunction as a potential central piece in the development of metabolic disorders. As such, visceral obesity, the accumulation of abdominal intraperitoneal adipose tissue, is strongly associated with the development of diabetes and cardiovascular disease (1–4). The metabolic unhealthy obese phenotype, accompanied by chronic inflammation, insulin resistance, and adipose tissue (AT) dysfunction, is often observed in individuals with elevated visceral adipose tissue (VAT). In contrast, those that possess increased subcutaneous adipose tissue (SAT) without corresponding increases in VAT denote the metabolic healthy obese phenotype and are not associated with similar inflammatory and metabolic deficits (1, 5–7).

These observations point to a differential role for spatially distinct AT in potentially underlying these metabolic phenotypes and warrant an investigation into the relative AT gene expression alterations that occur in obesity, particularly with the accumulation of VAT. In doing so, we may reveal novel targets and pathways that may better prevent obesity-associated diseases in those afflicted with VAT dysfunction. Here, we profiled and analyzed gene expression in SAT and VAT from obese C57BL/6J mice on a long-term (i.e., 12–14 mo) high-fat diet relative to lean control counterparts maintained on a normal laboratory diet to identify differentially expressed genes (DEGs) in these distinct ATs via bulk RNA sequencing. We identified significant DEGs and associated pathways and assessed gene ontology. Our major goal was to identify genes that were up/downregulated in opposite directions in SAT versus VAT with obesity relative to SAT and VAT from lean mice as we propose that these genes in particular may offer future therapeutic potential.

## MATERIALS AND METHODS

### Animals and Diets

All animal experiments were approved by the Institutional Animal Care and Use Committees at the University of Delaware. Eight male C57BL/6J mice at 10 wk old were divided into two diet groups: an age**-**matched lean control group maintained on a normal laboratory rodent diet and an obese group fed a high-fat Western diet. The high-fat diet (purchased from Inotiv; Cat. No. TD.88137) contains (by weight) 17.3% protein, 48.5% carbohydrates, 21.2% fat, and 0.2% cholesterol. This corresponds to 15.2%, 42.7%, and 42% kcal, respectively, from the macronutrients present in the high-fat diet. In contrast, the standard rodent diet (Lab Diet, Prolab RMH 3000; Cat. No. 5P00) contains 26.1% kcal from protein, 14.4% kcal from fat, 59.5% kcal from carbohydrates, and 0.02% cholesterol. Respective diets, beginning at 10 wk old, and water were given ad libitum. The corresponding diets were maintained for 12–14 mo. Mice were euthanized between 62 and 70 wk of age. The mice were housed at the University of Delaware Life Sciences Research Facility animal vivarium under standard 12-h light and dark cycles. Mice were euthanized using CO_2_ asphyxiation followed by cervical dislocation.

### Adipose Isolation, Total RNA Extraction, and RNA-Seq Library Preparation

Inguinal SAT and mesenteric VAT were isolated from four lean and four obese mice generating 16 adipose samples (i.e., 8 SAT and 8 VAT samples total) for bulk RNA-seq processing and analysis. Both left and right inguinal SAT depots were isolated and combined to generate a single sample of SAT per mouse. Visible vasculature was manually dissected and removed from AT, which was stored in liquid nitrogen until all samples were ready for downstream processing and RNA sequencing. Adipose tissue samples were submitted to the UD Sequencing and Genotyping Center (RRID:SCR_012230) for RNA sequencing. Total RNA extraction was performed using the Qiagen RNeasy Universal kit (Qiagen, Germantown, MD) as per manufacturer’s guidelines. Quality analysis was performed and high-quality RNA was verified using a Fragment Analyzer 5200 (Agilent, Santa Clara, CA). Poly-A RNAseq library preparation was done using Perkin Elmer NEXTFLEX Rapid Directional RNAseq 2.0 and NEXTFLEX Poly(A) Beads 2.0 library preparation kits (Perkin Elmer, Waltham, MA) as per manufacturer’s guidelines using 1 μg of total RNA as library preparation input.

### RNA-Seq Analysis

mRNA was sequenced on an Illumina NextSeq 2000 (Illumina, San Diego, CA) producing paired**-**end 101 bp sequence reads. Sequence data were analyzed by the University of Delaware Bioinformatics Data Science Core Facility (RRID:SCR_017696) using a customized version of the MAPRseq pipeline (8). Sequence reads were assessed for quality using FastQC (v0.11.9; Babraham Bioinformatics) and trimmed using TrimGalore! (v0.11.9) to remove illumina sequencing adapters, poly-G sequence at read ends, and sequences not meeting a quality threshold of Q30. After trimming, reads that did not meet the desired threshold of 75 bp were discarded. Accepted reads were aligned to the mouse genome (GRCm39 refseq Annotation 109) using HiSat2 (v2.2.0) (9), mapping quality was assessed using RseQC (v4.0.0) (10), and counts for gene features were determined using HTseq (v0.13.5) (11) Features not occurring at CPM >1 in three samples were removed and differential gene expression analysis was performed with EdgeR (v3.34.0) (12) using generalized linear models to assess contrasts while controlling for paired samples from the same individual. Significantly differentially expressed features were determined using the Quasi-likelihood F test with FDR correction (q < 0.05). The Venn diagram for detection of unique gene expression was generated using Venny 2.1 software and is represented as a percentage relative to the total percent of expressed genes (CPM > 1).

### Differential Expression Gene Analyses

Pairwise differential expression analyses were run using EdgeR for the following diet treatment and adipose depot comparisons: SAT from obese mice relative to SAT from lean mice and VAT from obese mice relative to VAT from lean mice. Upregulated and downregulated genes in AT are denoted as positive or negative base 2 logarithmic fold change (logFC) values relative to gene expression of AT from lean control counterparts. A gene was considered to be differentially expressed using an adjusted false discovery rate (FDR) < 0.05 and an absolute fold change of −1.5 > logFC > 1.5. Volcano plots were generated using Python, and the heatmaps generated using R. Venn diagrams were generated using Venny 2.1 software. Unknown genes were not included for representation in the present study.

### KEGG Pathway, Gene Ontology, and Pathway-Pathway Network Analyses

Pathways analysis was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (https://www.kegg.jp/), as described previously (13, 14), using DEG with an adjusted FDR < 0.05, and −1.5 > logFC > 1.5. Gene ontology (GO) is a system of functional classification of genes that includes the biological process (BP), cellular component (CC), and molecular function (MF). GO analysis was performed using The Database for Annotation, Visualization and Integrated Discovery (DAVID) (15) with FDR < 0.05 using DEG with an adjusted FDR < 0.05, and −1.5 > logFC >1.5. Pathway‐pathway network analyses were generated using the ClueGo plugin within Cytoscape (16) with *P* value set to < 0.05. The pathway-pathway networks were based on enriched KEGG pathways and GO terms from the identified DEGs in SAT and VAT following the long-term high-fat diet.

## RESULTS

### Long-Term High-Fat Diet Induces Expression of Unique Genes in SAT and VAT

Male C57BL/6J mice were fed either a high-fat diet to induce obesity or a normal laboratory diet (lean controls) for 12**–**14 mo before the isolation of SAT and VAT. A schematic detailing the general workflow of AT isolation before RNA sequencing and analysis is shown in Fig. 1*A*. As expected, mice fed the high-fat diet weighed significantly more than lean controls at the conclusion of the long-term diet regimen (44.3 ± 2.1 g vs. 61.8 ± 1.3 g; *P* < 0.001), exhibiting an average ∼40% increase in body weight (Fig. 1*B*). We targeted specific SAT and VAT depots for comparison in this study with each individual mouse providing two inguinal SAT depots and a mesenteric VAT depot for analysis. The top panel of Fig. 1*C* denotes the respective targeted depots in a representative dissection of a 14-mo-old mouse fed the standard laboratory diet. The two inguinal SAT depots are depicted in dashed outlines in the dissected mouse with images of the isolated SAT tissues shown below (Fig. 1*C*, *top* and *middle*, respectively). We did not isolate and collect the upper, pectoral SAT (denoted by † in the image) for these studies. We similarly depict the targeted mesenteric VAT depot in the same representative dissection and further show an inset of isolated bowel to better reveal the VAT of interest. It is important to note that this particular representation is for clarity only and VAT is isolated from the intact bowel to avoid bacterial contamination that would occur with complete removal of the gut. The isolated mesenteric VAT is depicted below the representative dissection image. We did not use epididymal VAT (denoted by † in the dissection image) in this study. As expected, both AT depots isolated from the mice fed the high-fat diet were significantly greater in mass compared with respective AT from lean controls (Fig. 1*C*, *bottom*). 

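Inguinal SAT and mesenteric VAT came from 4 lean mice and 4 obese mice, and each mouse gave 1 library per tissue, 16 libraries in all. The authors trimmed the paired-end reads, aligned them to the mouse genome build GRCm39 with HISAT2 and counted them with HTSeq on RefSeq transcripts. The deposited counts are not normalized, and CPM values, scaled to each library's total, stand beside them. The table lists 130343 transcripts, of which 43411 had at least 1 count. A gene with several transcripts has several entries, and each entry is called a gene here, as in the paper. Among 21683 protein-coding genes 62.4% have more than 1 transcript in the table, yet the genes with 1 transcript hold 88.5% of the counts on protein-coding genes. Low counts of a gene with several transcripts are therefore not read as low expression. Gene symbols were found for 106824 transcripts (82.0%) by their RefSeq identifiers. Total counts ranged from 4604460 to 11897722 in SAT of lean mice (median 9238353), from 10828758 to 16614407 in SAT of obese mice (median 15649552.5), from 1256082 to 15802634 in VAT of lean mice (median 8848332) and from 2247737 to 11615347 in VAT of obese mice (median 10516879). In the shallowest library (VAT, lean replicate 1) 1 count equals 0.796 CPM, and a count of 0 allows up to 2.39 CPM. In the deepest library (SAT, obese replicate 3) these values are 0.0602 and 0.181 CPM. These limits cover counting error only. Differential expression was tested with edgeR's quasi-likelihood F-test on the counts with TMM normalization, over the 13288 transcripts with a CPM above 1 in at least 3 of the 16 libraries. The biological coefficient of variation was 0.211. Each gene's CPM below was scaled with the TMM factors and is given as mean ± SD over 4 mice, and its p was adjusted by the Benjamini-Hochberg method. Because no mouse had both diets, a fixed term for the mouse could enter only the comparison of the diet response between SAT and VAT of the same mice.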

Isolated inguinal SAT and mesenteric VAT from lean and obese mice were then processed for total RNA that was then subjected to RNA sequencing and analysis. 

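A gene was counted as expressed in a group when its CPM, as deposited, was above 1 in at least 3 of the group's 4 libraries. By this rule 11921 genes were expressed in SAT or VAT of lean or obese mice, and 8149 of them (68.4%) in all 4 groups. Between 10012 and 10815 genes had a CPM above 1 in a library of lean SAT, between 9367 and 10297 in obese SAT, between 10644 and 11485 in lean VAT, and between 10799 and 11838 in obese VAT. The rule that moved the total most asked for a CPM above 1 in at least 1 library, which gave 17538 genes, 10379 of them in all 4 groups. With the mean CPM of the group above 1, 13192 genes were expressed and 8788 of them in all 4 groups.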

We detected a total of 13,192 AT genes in samples from the eight male mice with 8,788 (66.6%) of the genes being commonly expressed in all four groups (i.e., SAT and VAT from lean or obese mice; Fig. 1*D*). 

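Among the expressed genes, 305 (2.56%) passed the rule only in SAT of lean mice and 309 (2.59%) only in VAT of lean mice. Most of them lay near the limit of 1 CPM. The median over genes of the mean CPM was 1.37 in lean SAT and 1.43 in lean VAT, and the mean CPM was under 2 for 278 and 268 of the genes. In the same tissue of obese mice, 237 of the 305 genes and 263 of the 309 genes had a mean CPM over 0.5. Only 37 of the 305 and 21 of the 309 differed between obese and lean mice of the tissue at an adjusted p below 0.05 (edgeR). The number for lean VAT was 1401 with a CPM above 1 in at least 1 library. By the rule on means 582 genes had a mean CPM above 1 only in lean VAT, and 244 of these exceeded 1 CPM in 1 library only, which for 214 genes was lean replicate 1, the library with the fewest counts. When each mouse was left out, with a CPM above 1 needed in at least 3 of the libraries left in each group, the lean SAT number was 169 without lean replicate 1 and at most 434. The lean VAT number lay between 124 and 520 and moved by more than 1.5 times when any mouse except obese replicate 1 was left out. Both lean numbers fell without any lean mouse and rose without any obese one. The need for 3 of 3 libraries in the shortened groups works in these directions, so the shifts do not weigh single mice.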

In AT isolated from lean mice, SAT exhibited an expression of 306 (2.3%) unique genes while VAT expressed 582 (4.4%) unique genes. The high-fat diet induced the expression of 169 (1.3%) unique genes in SAT, whereas a remarkable 814 (6.2%) unique genes were induced in VAT (Fig. 1*B*). 

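In obese mice, 221 genes (1.85%) passed the rule only in SAT and 660 (5.54%) only in VAT. Their mean CPM was under 2 for 202 of the 221 genes and for 495 of the 660. In lean mice of the same tissue, 188 of the 221 and 547 of the 660 had a mean CPM over 0.5, so that detection in 1 group alone mostly marks genes on either side of 1 CPM. Of the 221 genes 38, and of the 660 genes 109, differed between obese and lean mice at an adjusted p below 0.05 by edgeR's test, and 31 and 103 of them by more than 1.5 on the log2 scale. With CPM from TMM effective library sizes the numbers were 421 in obese SAT and 542 in obese VAT. Among the 70 ways to assign 4 of the 8 mice to the obese group, 23 gave at least 221 genes in SAT and 2 gave at least 660 in VAT (one-sided exact permutation tests, p = 0.329 and p = 0.0286, or 0.411 and 0.107 after Benjamini-Hochberg adjustment over 5 such counts). The number for obese SAT moved by more than 1.5 times when any mouse other than obese replicate 4 was left out (range 137 to 352). The number for obese VAT was 999 without lean replicate 2, and 403, 342, 439 and 312 without obese replicates 1, 2, 3 and 4. Both obese numbers rose without any lean mouse and fell without any obese one. The shortened groups then need 3 of 3 libraries, which works in these directions, so the shifts do not weigh single mice.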

The high-fat diet also induced the expression of 105 (0.8%) genes in both SAT and VAT that were not detected in AT of lean controls. These data suggest that SAT and VAT undergo differential gene expression remodeling in response to long-term high-fat diet.

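In both SAT and VAT of obese mice, but in neither tissue of lean mice, 121 genes (1.02%) passed the rule. With TMM effective library sizes there were 189. Each of the 8 mice moved this number by more than 1.5 times when left out. It rose to between 296 and 375 without a lean mouse and fell to between 39 and 46 without an obese one. The shortened groups then need 3 of 3 libraries, which works in these directions, so the shift does not weigh single mice. At least 121 genes were found in 11 of the 70 assignments of mice to the diets (one-sided exact permutation test, p = 0.157, or 0.262 after adjustment over the 5 counts).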

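Whether the diet response itself differed between the tissues was tested with edgeR as the difference between the VAT and the SAT log2 fold change, with the mouse as a block. The difference had an adjusted p below 0.05 for 288 genes, 117 with the higher log2 fold change in VAT and 171 with the lower. In 180 of the 288 the log2 fold changes in SAT and VAT had opposite signs. Without the mouse as a block 128 genes were called, 123 of them among the 288, and DESeq2 called 462, of which 274 were among the 288. The count was 185 without lean replicate 2, 152 without lean replicate 3 and 134 without obese replicate 4, and reached 403 when lean replicate 1 was left out. Among the genes with the smallest adjusted p, Trdn, Hspb7, Cyp2f2, Gpnmb and H2-Ab1 had the higher value in VAT. Gpnmb (NM_053110.chr6), on chromosome 6 from 49013426 to 49047863, had a VAT log2 fold change of 4.06 and a SAT one of 0.78, and the difference in the fit with the block was 2.92 (standard error 0.40, adjusted p = 2.14e-04). The block makes this value depart from the difference of the log2 fold changes given for each tissue, here and for the genes below. Its CPM in obese VAT, 435 ± 422, varied widely between mice. H2-Ab1 (NM_207105.chr17), on chromosome 17 from 34476663 to 34488393, went from 330 ± 99.8 to 841 ± 91.7 CPM in VAT and from 214 ± 48.9 to 256.5 ± 23.8 CPM in SAT, a difference in log2 fold change of 1.11 (standard error 0.17, adjusted p = 6.81e-04). The lower value in VAT was found for Hephl1, Me1, Elovl6, Enpep and Gprin3. For Gprin3 (XM_006506084.chr6, 1 of 2 transcripts of the gene) the mean CPM rose from 34.9 to 228.6 in SAT and from 77.7 to 134.4 in VAT, a difference of -1.95 (standard error 0.18, adjusted p = 1.18e-06).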

**Figure 1.**
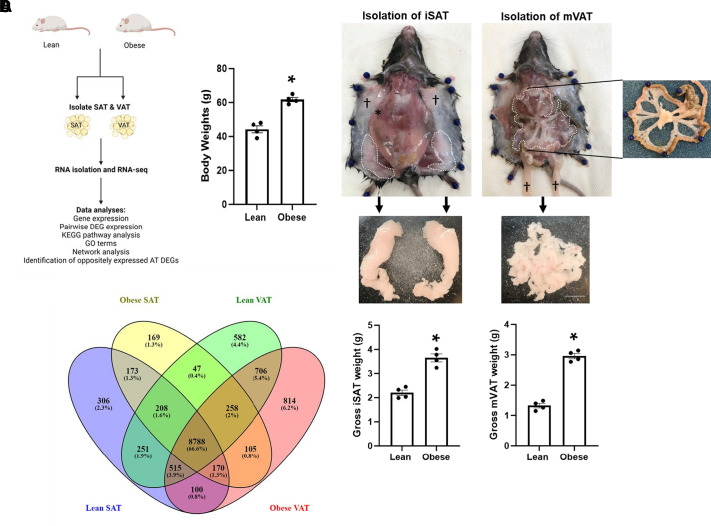
SAT and VAT gene expression in mice following a long-term high-fat diet versus a normal laboratory diet as assessed by RNA sequencing. *A*: schematic of experimental design for RNA sequencing and data analyses using SAT and VAT from lean and obese mice. Following 12–14 mo on respective diets, obesity-induced changes in AT gene expression were determined by assessing pairwise fold changes in gene expression relative to lean AT gene expression. KEGG pathway and GO term analyses, and the identification of DEGs with opposite AT expression patterns, followed in the same format. The schematic was generated using BioRender. *B*: body weights of lean and obese mice at the conclusion of the diet regimen (*n* = 4 mice/group; *P < 0.001 using a one-tailed Student’s *t* test). *C*: representation of the dissection method used to target inguinal SAT (iSAT) and mesenteric VAT (mVAT) depots in the present study. The targeted AT depots are outlined with a white dashed line (*top*). †AT not used in the present study. Note: the inset depicting the isolated bowel is to further highlight the targeted VAT depot. mVAT was isolated directly from the intact bowel for these studies. Also shown are images of the isolated iSAT and mVAT (*middle*) and corresponding gross weights (g) of isolated SAT and VAT from lean and obese mice (*bottom*; *n* = 4 mice/group; *P < 0.001 and 0.00001, respectively using a one-tailed Student’s *t* test). Scale bar is 5 mm. Note: left and right isolated iSAT depots from each mouse were weighed together and represent a single data point per mouse. *D*: Venn diagram showing a comparison of expressed genes from SAT and VAT of lean and obese mice (*n* = 4 mice/group). The number of expressed genes that are common or unique to a specific AT are represented by a percentage relative to the total number of detected genes. AT, adipose tissue; DEGs, differentially expressed genes; SAT, subcutaneous adipose tissue; VAT, visceral adipose tissue.

### Long-Term High-Fat Diet Induces Differential Gene Expression in SAT Versus VAT

We next determined AT genes that were differentially up- or downregulated in response to the long-term high-fat diet. Volcano plots reveal that relative to lean control mice, 308 genes were differentially expressed in SAT from obese mice (Fig. 2*A*). This includes 164 significantly upregulated genes and 144 significantly downregulated genes (FDR < 0.05. −1.5> logFC >1.5). In contrast, 690 genes were differentially expressed in VAT from obese mice with 262 significantly upregulated genes and 428 significantly downregulated genes (FDR < 0.05. −1.5> logFC >1.5) (Fig. 2*B*). Of these differentially expressed genes (DEGs), the top 20 significantly up- and downregulated genes with the greatest fold change are shown in the heat maps for each AT type (Fig. 2, *C* and *D*). 

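In SAT, 199 genes were upregulated and 166 downregulated in obese mice, 365 in all, at an adjusted p below 0.05 (edgeR) and a log2 fold change above 1.5 or below -1.5. At any size of change, 1468 genes had an adjusted p below 0.05. The 4 obese libraries all lay above the 4 lean ones in 177 of the 199 upregulated genes (88.9%) and all below them in 135 of the 166 downregulated genes (81.3%), where chance gives 1.43% in either direction for a gene not selected for its difference, which these genes are. Of the 365 genes, 323 had a symbol and 150 belonged to genes with 1 transcript in the table. Apart from leaving out a mouse, the largest change in the total came from testing all 43411 transcripts with at least 1 count, which gave 254 upregulated and 209 downregulated genes, 183 and 146 of them among the 199 and 166. Fitting only the 8 SAT libraries gave 164 and 144. When each mouse was left out in turn, between 165 and 232 genes were upregulated. Between 103 and 175 were downregulated, with the lowest number when lean replicate 2 was left out.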

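In VAT, 310 genes were upregulated and 111 downregulated in obese mice, 421 in all, by the same test and limits. An adjusted p below 0.05 at any size of change was found for 1449 genes. In 251 of the 310 upregulated genes (81.0%) and 85 of the 111 downregulated genes (76.6%) the obese and lean libraries did not overlap. Without a filter on low counts 188 genes were downregulated, and fitting only the 8 VAT libraries gave 262 upregulated and 94 downregulated genes. Obese replicate 4 had the largest weight of the 8 mice: without it 180 genes were upregulated and 62 downregulated. At the limit of 1.5, 92 genes were called in both tissues. Of these, 61 were upregulated in both, 30 downregulated in both, and 1, Trdn, changed in opposite directions. Of the 329 genes called in VAT alone, 286 had a log2 fold change of the same sign in SAT, and for 39 the difference between the tissues was itself significant. The corresponding numbers for the 273 genes called in SAT alone were 236 and 33.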

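All 10 upregulated and all 10 downregulated SAT genes of Table 1 passed the limits, with log2 fold changes from 3.13 to 5.17 and from -5.56 to -3.28. Obese and lean libraries did not overlap in 9 of the upregulated and 10 of the downregulated genes, the exception being Scd3. All were still called in each fit with a mouse left out in which they were tested. The mean CPM stayed under 10 in both groups for 6 of the upregulated and 4 of the downregulated genes. Scd3 (NM_024450.chr19, chromosome 19 from 44191708 to 44232455) rose from 0.585 ± 0.57 to 19.7 ± 19.7 CPM, with a log2 fold change of 5.17 (standard error 1.11, adjusted p = 0.00386). It is 1 of 4 paralogs of the stearoyl-CoA desaturase family, among which reads may have been split, and limma voom did not call it (adjusted p = 0.144). Aadac (NM_023383.chr3, chromosome 3 from 59933138 to 59948549) rose from 0.167 ± 0.334 to 4.07 ± 0.604 CPM, a log2 fold change of 4.26 (standard error 0.84, adjusted p = 0.00175), but was not called by DESeq2 (adjusted p = 0.133). Its 7 counts in lean SAT all come from lean replicate 3, and without this mouse the fitted value was 8.33, which is then no bound. Tmem132b (NM_001190352.chr5) rose from 27.6 ± 26.0 to 361 ± 57.0 CPM. Hephl1 (NM_001164797.chr9, 1 of 2 transcripts) rose from 2.87 ± 1.64 to 39.4 ± 8.78 CPM in SAT and changed little in VAT (17.5 ± 7.66 and 13.2 ± 2.96 CPM). Ucp1 (NM_009463.chr8) stayed at low counts, with 0.18 ± 0.178 CPM in lean and 2.57 ± 1.74 in obese SAT. Among the downregulated genes, Cyp2e1 (NM_021282.chr7, chromosome 7 from 140343652 to 140355167) had the highest counts and fell from 3482 ± 799 to 183.7 ± 61.9 CPM (log2 fold change -4.24, standard error 0.32, adjusted p = 1.62e-08). Cyp2f2 (NM_007817.chr7) fell from 122.5 ± 53.6 to 4.57 ± 2.04 CPM, and Agt (NM_007428.chr8, also 1 of 2 transcripts) from 5.08 ± 2.47 to 0.169 ± 0.159 CPM. For Slco2b1 (NM_001252531.chr7) the log2 fold change of -3.63 holds for 1 of the gene's 8 transcripts, and with counts summed over the gene it was 0.56 (adjusted p = 0.102). The entries for Ercc1 and Ncam2 carry no symbol in the reference and were identified only by the values in Table 1.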

The functions of these specific DEGs are shown in Tables 1 (SAT DEGs) and 2 (VAT DEGs).

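In VAT, all 20 entries of Table 2 passed the limits, 10 upregulated and 10 downregulated, the latter with log2 fold changes from -4.18 to -2.90. Their obese and lean libraries did not overlap in 9 of 10 entries in either direction, the exceptions being Gdf3 and Slc5a1. The mean CPM was under 10 in both groups for 7 upregulated and 6 downregulated entries. Atp6v0d2 (NM_175406.chr4, chromosome 4 from 19876838 to 19922614, 1 of 2 transcripts) rose from 0.583 ± 0.442 to 29.2 ± 17.8 CPM, a log2 fold change of 5.36 (standard error 0.43, adjusted p = 5.37e-08). It also rose in SAT, by 2.73. Both entries of Tm4sf19 (NM_001160402.chr16 and XM_006522221.chr16) are transcripts of a gene with 4 in the table, and had log2 fold changes of 5.72 and 4.22. For both, lean replicate 4 is the only lean VAT library with counts, 1 and 5 of them. Without it the values became 7.44 and 7.88, which are then no bounds. Ucp1 rose in VAT as in SAT, by 4.51 on the log2 scale. Cyp2e1 fell from 4516 ± 1505 to 309.9 ± 134 CPM (log2 fold change -3.86, standard error 0.31, adjusted p = 5.37e-08), and Lrtm1 (NM_176920.chr14) from 13.5 ± 3.22 to 0.664 ± 0.27 CPM. Acaca (XM_006531954.chr11, 1 of 11 transcripts) fell by 3.49, and the summed counts of the gene fell too (-2.98, adjusted p = 6.69e-04, edgeR). For Slco2b1 the fall of 3.18 is again seen in the listed transcript, and the summed counts of the gene gave 0.33 (adjusted p = 0.394). Zg16 (NM_026918.chr7) and Slc5a1 (NM_019810.chr5), which are genes of the intestinal epithelium, had 2.85 ± 2.43 and 1.79 ± 1.99 CPM in lean VAT and 0.136 ± 0.158 and 0.163 ± 0.163 CPM in obese VAT. Zg16 counts in the 4 lean libraries were 2, 90, 3 and 40, and Slc5a1 counts 2, 21, 0 and 42. Slc5a1 was tested in 5 of the fits with a mouse left out and lost its call in 3 of them, without obese replicates 2, 3 and 4, and neither DESeq2 (adjusted p = 0.279) nor limma voom (adjusted p = 0.209) called it. Sfxn5 (XM_030255684.chr6) was not called without obese replicate 4. The entry of Vmn2r96 carries no symbol in the reference and was identified by the values in Table 2.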

**Figure 2.**
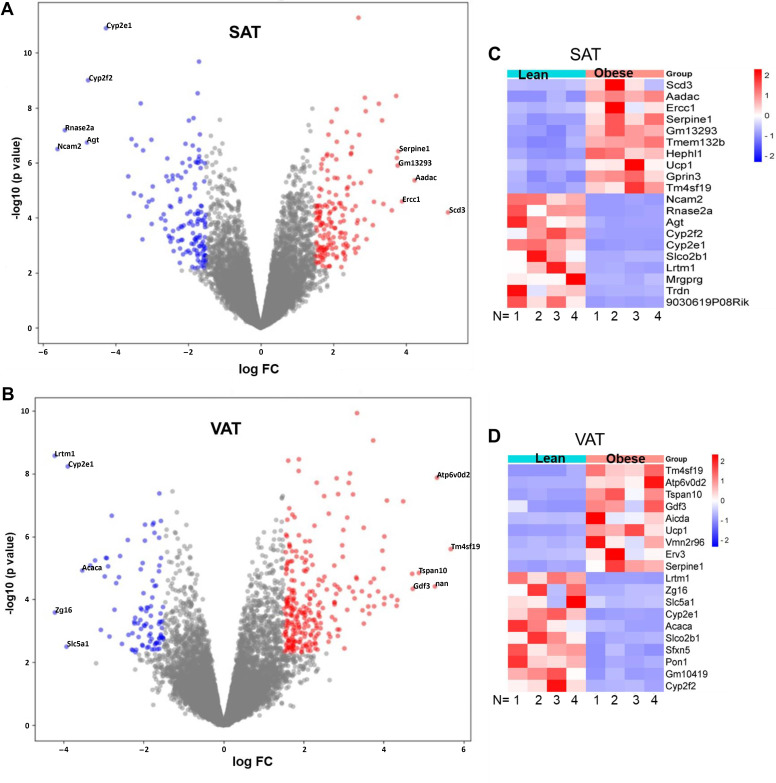
A long-term high-fat diet induces differential gene expression in SAT versus VAT. Volcano plots reveal changes in gene expression with obesity in SAT (*A*) and VAT (*B*). Obesity-induced alterations in gene AT expression are denoted as the log fold change (FC) relative to AT from lean mice (*n* = 4 mice/group). Red denotes significantly upregulated genes, whereas blue denotes significantly downregulated genes. The top five up- and downregulated genes are labeled in the plots in both *A* and *B*. Heat maps reveal the top 20 genes significantly up- or downregulated in SAT (*C*) and VAT (*D*) relative to an average CPM for all 8 (i.e., 4 lean, 4 obese) SAT or VAT samples for a given gene with the logCPM for each gene being normalized to library size. Red indicates scaled levels of upregulation and blue indicates scaled levels of downregulation. For a gene to be considered significant, FDR < 0.5 and −1.5 > logFC > 1.5. AT, adipose tissue; SAT, subcutaneous adipose tissue; VAT, visceral adipose tissue.

**Table 1.** The top 20 significant DEGs in SAT with the Gene ID, gene name, log_2_ fold change with obesity compared with lean (−1.5 > logFC > 1.5), FDR P value (P < 0.05), and gene function

	Gene ID	Gene Name	log_2_ (Fold Change)	FDR *P* Value	Gene Function
SAT	ENSMUSG00000025202	*scd3*	5.16	0.0022	Enables palmitoyl-CoA 9-desaturase activity and stearoyl-CoA 9-desaturase activity.
	ENSMUSG00000027761	*aadac*	4.24	0.0004	Enables serine hydrolase activity and triglyceride lipase activity
	ENSMUSG00000003549	*ercc1*	3.90	0.0013	Enables TFIID-class transcription factor complex binding activity and promoter-specific chromatin binding activity
	ENSMUSG00000037411	*serpine1*	3.80	0.0001	Enables serine-type endopeptidase inhibitor activity
	ENSMUSG00000086006	*gm13293*	3.77	0.0002	ncRNA
	ENSMUSG00000070498	*tmem132b*	3.75	0.0001	Transmembrane protein
	ENSMUSG00000031936	*hephl1*	3.74	6.87E-06	Predicted to enable ferroxidase activity
	ENSMUSG00000031710	*ucp1*	3.61	0.0020	Enables long-chain fatty acid binding activity
	ENSMUSG00000045441	*gprin3*	3.38	0.0015	Predicted to be involved in neuron projection development
	ENSMUSG00000079625	*tm4sf19*	3.12	0.0013	Predicted to be integral component of membrane
	ENSMUSG00000022762	*ncam2*	−5.59	9.77E-05	Predicted to enable identical protein binding activity. Predicted to be involved in cell adhesion
	ENSMUSG00000047222	*rnase2a*	−5.39	3.82E-05	Predicted to enable ribonuclease activity
	ENSMUSG00000031980	*agt*	−4.78	7.00E-05	Enables type 1 angiotensin receptor binding activity and type 2 angiotensin receptor binding activity
	ENSMUSG00000052974	*cyp2f2*	−4.75	2.77E-06	Predicted to enable heme binding activity and monooxygenase activity
	ENSMUSG00000025479	*cyp2e1*	−4.26	7.09E-08	Enables monooxygenase activity
	ENSMUSG00000030737	*slco2b1*	−3.65	0.0003	Predicted to enable bile acid transmembrane transporter activity and sodium-independent organic anion transmembrane transporter activity
	ENSMUSG00000045776	*lrtm1*	−3.56	5.90E-05	Predicted to enable roundabout binding activity and heparin binding activity
	ENSMUSG00000050276	*mrgprg*	−3.49	0.0009	Predicted to enable G protein-coupled receptor activity
	ENSMUSG00000019787	*trdn*	−3.43	7.96E-05	Predicted to enable transmembrane transporter binding activity.
	ENSMUSG00000053168	*9030619P08rik*	−3.30	8.82E-06	RIKEN cDNA 9030619P08 gene

DEGs, differentially expressed genes; SAT, subcutaneous adipose tissue.

**Table 2.** The top 20 significant DEGs in VAT with the Gene ID, gene name, log_2_ fold change with obesity compared with lean (−1.5 > logFC > 1.5), FDR P value (P < 0.05), and gene function

	Gene ID	Gene Name	log_2_ (Fold Change)	FDR *P* Value	Gene Function
VAT	ENSMUSG00000079625	*tm4sf19*	5.68	0.0004	Predicted to be integral component of membrane
	ENSMUSG00000028238	*atp6v0d2*	5.33	1.69E-05	Predicted to enable proton transmembrane transporter activity
	ENSMUSG00000039691	*tspan10*	4.88	0.0012	Enables enzyme binding activity
	ENSMUSG00000030117	*gdf3*	4.73	0.0025	Secreted ligand of the TGF-β (transforming growth factor-beta) superfamily of proteins
	ENSMUSG00000040627	*aicda*	4.71	0.0012	Enables cytidine deaminase activity
	ENSMUSG00000031710	*ucp1*	4.49	4.16E-05	Enables long-chain fatty acid binding activity
	ENSMUSG00000091679	*vmn2r96*	4.34	0.0043	Predicted to enable G protein-coupled receptor activity
	ENSMUSG00000037482	*erv3*	4.32	0.0055	NA
	ENSMUSG00000079625	*tm4sf19*	4.20	0.0035	Predicted to be integral component of membrane
	ENSMUSG00000037411	*serpine1*	4.10	4.10E-05	Enables serine-type endopeptidase inhibitor activity.
	ENSMUSG00000045776	*lrtm1*	−4.22	9.27E-06	Predicted to enable roundabout binding activity and heparin binding activity
	ENSMUSG00000049350	*zg16*	−4.22	0.0074	Enables peptidoglycan binding activity
	ENSMUSG00000011034	*slc5a1*	−3.93	0.0374	Enables glucose transmembrane transporter activity
	ENSMUSG00000025479	*cyp2e1*	−3.89	1.18E-05	Enables monooxygenase activity
	ENSMUSG00000020532	*acaca*	−3.53	0.0010	Enables acetyl-CoA carboxylase activity
	ENSMUSG00000030737	*slco2b1*	−3.21	0.0006	Predicted to enable bile acid transmembrane transporter activity and sodium-independent organic anion transmembrane transporter activity
	ENSMUSG00000033720	*sfxn5*	−3.07	0.0169	Predicted to enable citrate transmembrane transporter activity
	ENSMUSG00000002588	*pon1*	−2.97	0.0014	Enables arylesterase activity
	ENSMUSG00000072769	*gm10419*	−2.94	0.0006	NA
	ENSMUSG00000052974	*cyp2f2*	−2.92	0.0006	Predicted to enable heme binding activity and monooxygenase activity

DEGs, differentially expressed genes; VAT, visceral adipose tissue.

### Long-Term High-Fat Diet Induces Stark Differences in AT DEG-Related Pathways

KEGG pathway analysis offers a connection between genomic information with functional information that is represented in a pathway (13, 14). The identified DEGs were significantly enriched in 46 KEGG pathways (FDR < 0.05) across SAT and VAT of obese mice relative to lean controls. Only two pathways were enriched in SAT as compared with 44 enriched pathways in VAT (Fig. 3*A*, Supplemental Table S1). The upregulated pathways in SAT were Fatty acid metabolism and the PPAR signaling pathway, each with fold enrichments >10 (Fig. 3*A*). 

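The KEGG annotation was not used here, and gene lists written by hand stand in for its pathways, 9 lists in all. They were tested with limma's camera (preset inter-gene correlation of 0.01) in both tissues, with adjustment over all lists and tissues. In SAT, 5 lists rose and 1 fell at an adjusted p below 0.05. The same calls were made by fry, and none of the 6 was made when camera estimated the correlation from the data, the largest change under any alternative. Transcripts of the list for fatty acid synthesis, elongation and desaturation had a median log2 fold change of 0.56 in SAT, with 20 of 30 higher in obese mice (camera, adjusted p = 4.72e-05, and 0.0524 with the estimated correlation). Of these, 13 rose at an adjusted p below 0.05 (edgeR), as did 13 adjusted over the list alone. Beyond a log2 fold change of 1.5 were Acaca, Acss2, Scd1, Scd2, Scd3 and Scd4. A name in such a list stands for the transcript past the limit. For Acaca this is XM_030245462.chr11, 1 of 11 transcripts, and summed over the gene the change in SAT was not called (1.59, adjusted p = 0.101). The rise of Scd4 in SAT cannot be separated from that of Scd1, its paralog. For the PPAR signaling list the median was 0.18, with 39 of 60 transcripts higher (adjusted p = 9.50e-04, and 0.115 with the estimated correlation). Adjusted p-values below 0.05 were found for 16 rising PPAR transcripts over all genes and for 19 adjusted over the list alone. The called members were Cpt1b, Plin2, Plin5, Ucp1 and again Scd1 to Scd4, which belong to both lists.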

There were no significantly downregulated pathways identified in SAT of obese mice. 

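The list that fell in SAT was branched-chain amino acid degradation and propanoate. Its median log2 fold change was -0.37, with 39 of 44 transcripts lower in obese mice (camera, adjusted p = 2.58e-05, fry 0.0131, and 0.125 with the estimated correlation). A fall at an adjusted p below 0.05 was found for 10 of its transcripts by edgeR and for 15 adjusted over the list alone, but only Bcat2 fell by more than 1.5 on the log2 scale, while Acss2 and 1 transcript of Acaca rose by more than that. The lists for the citrate cycle (median -0.16, adjusted p = 0.17), for starch, sucrose and glycogen (median -0.09, adjusted p = 0.156) and for regulation of lipolysis in adipocytes (median 0.03, adjusted p = 0.955) were not called in SAT, though Irs1 and 1 transcript of Adrb3 in the lipolysis list fell by more than 1.5 (-1.72 and -2.40, adjusted p = 4.83e-07 and 0.0316, edgeR). With counts summed per gene the citrate cycle list was called too (adjusted p = 0.0478).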

The upregulated DEG in VAT were enriched in 24 pathways with a majority being related to inflammation (the top 10 pathways with the greatest fold change are shown in Fig. 3*B*). Of these, the intestinal immune network for IgA production and asthma were the most influenced pathways, each with fold enrichments >10. 

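In VAT, 3 of the 9 lists rose and 5 fell, under camera with the preset correlation and under fry. With the estimated correlation the 3 rising lists and 4 of the 5 falling ones were called. The chemokines and chemokine receptors had a median log2 fold change of 1.03 in VAT, with 29 of 35 transcripts higher in obese mice (camera, adjusted p = 2.98e-09, and 0.0232 with the estimated correlation). Of these transcripts 20 rose at an adjusted p below 0.05 (edgeR), 23 adjusted over the list alone, and 11 were called beyond 1.5: Ccl12, Ccl19, Ccl22, Ccl3, Ccl4, Ccl5, Ccl8, Ccl9, Ccr7, Cxcr3 and Cxcr4. In SAT the chemokine list rose less, by a median of 0.44, with 26 of 35 higher (adjusted p = 6.79e-04, and 0.115 with the estimated correlation), and 7 transcripts passed an adjusted p of 0.05 (9 adjusted over the list alone). The rise in VAT exceeded that in SAT when the difference was tested within mice (camera, adjusted p = 7.27e-04, fry 0.0225, and 0.0832 with the estimated correlation).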

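The list for the IgA production network and MHC class II rose in VAT by a median log2 fold change of 1.31, with 26 of 29 transcripts higher in obese mice (camera, adjusted p = 3.65e-10, and 0.0232 with the estimated correlation). At an adjusted p below 0.05, 14 transcripts rose over all genes tested (edgeR) and 16 adjusted over the list alone. Among those called beyond 1.5 were Cxcr4, H2-DMb1, H2-Eb2, H2-Oa and H2-Ob upward and Pigr downward. In SAT the median was 0.30, with 21 of 29 higher (adjusted p = 0.015, and 0.258 with the estimated correlation). The difference between the tissues had an adjusted p of 7.44e-06 by camera, 0.0116 by fry and 0.0832 with the estimated correlation.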

The downregulated VAT DEGs were enriched in 20 pathways largely related to metabolism (the top 10 pathways with the greatest fold change are shown in Fig. 3*C*, the most significantly influenced pathway being propanoate metabolism, which approaches a fold enrichment of 15). 

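The branched-chain amino acid degradation and propanoate list fell in VAT by a median of 0.57 on the log2 scale, with 39 of 44 transcripts lower in obese mice (camera, adjusted p = 1.98e-11, and 0.0301 with the estimated correlation). At an adjusted p below 0.05, 16 transcripts fell by edgeR's test and 30 adjusted over the list alone, but beyond 1.5 only Acaca was called. The starch, sucrose and glycogen list had a median of -0.53, with 15 of 17 transcripts lower (adjusted p = 1.70e-07, and 0.0232 estimated), and 9 of its transcripts fell at an adjusted p below 0.05 (11 adjusted over the list alone). The list for regulation of lipolysis had a median of -0.41, with 41 of 57 lower (adjusted p = 5.38e-05, and 0.024 estimated), and Irs1, which fell in SAT too, was its member called beyond 1.5 in VAT, among 11 that fell at an adjusted p below 0.05 and 13 adjusted over the list alone. Relative to SAT, all 3 lists were lower in VAT (camera, adjusted p = 0.0028, 6.54e-05 and 4.12e-05, fry 0.0405, 0.00671 and 0.00313). With the estimated correlation only the lipolysis list kept an adjusted p below 0.05 for this difference (0.0397, against 0.223 and 0.0832).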

The remaining significantly enriched pathways are detailed in the online Supplemental Table S1.

**Figure 3.**
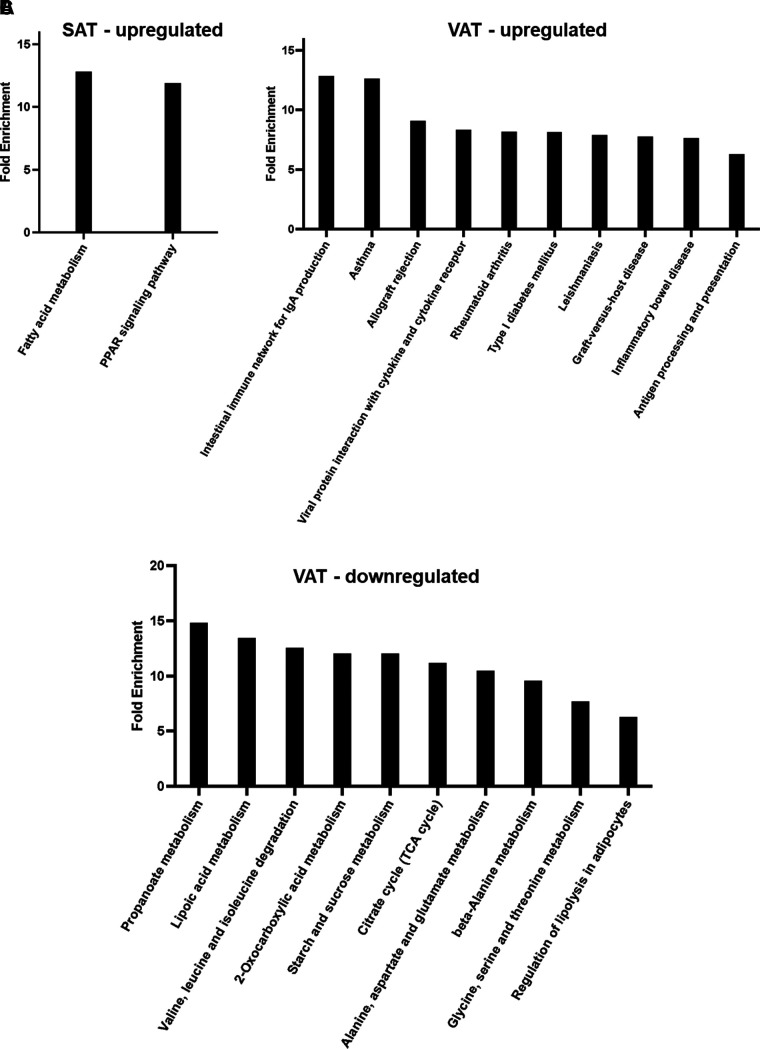
A long-term high-fat diet influences metabolic and inflammatory signaling in SAT and VAT. KEGG pathway enrichment analysis shows the influenced signaling and metabolic pathways, as well as associated diseases, with which the significantly expressed DEGs in SAT (*A*) and VAT (*B* and *C*) are associated (*n* = 4 mice/group). *A*: two upregulated pathways were identified in SAT, whereas 44 pathways were identified in VAT. The top 10 upregulated (*B*) and downregulated (*C*) pathways are shown in VAT with obesity. Fold enrichment represents the percent of the genes from the RNA-sequencing data that belong to the pathway (FDR < 0.05). DEGs, differentially expressed genes; KEGG, Kyoto Encyclopedia of Genes and Genomes; SAT, subcutaneous adipose tissue; VAT, visceral adipose tissue.

### Long-Term High-Fat Diet Induces Stark Differences in AT Biological Processes and Molecular Functions

We next used Gene Ontology (GO) as a system to functionally classify the identified DEGs in SAT and VAT. This provides a more complete picture of the changing DEGs as they relate to specific biological processes (BPs), cellular components (CCs), and molecular functions (MFs) that may encompass several altered DEGs. Specific GO terms within each major category were detected using the DAVID database (15). The DEGs were significantly enriched in 109 GO terms (FDR < 0.05) spanning the three GO categories in SAT and VAT with obesity (Supplemental Tables S2 and S3). There were far fewer GO terms that were enriched in SAT (Supplemental Table S2) than in VAT (Supplemental Table S3). Similar to the KEGG pathway analysis, we did not identify significantly downregulated GO terms in SAT of obese mice with an FDR < 0.05. These findings were further supported when using the KEGG pathways and GO terms in pathway-pathway network analyses generated using ClueGo functionality in Cytoscape (16). This analysis revealed a remarkable difference in the number of interrelated pathways influenced in response to obesity with VAT exhibiting a pronounced increase in the number of networks as compared with SAT (Supplemental Fig. S1).

Similar to the KEGG pathway analysis, the upregulated DEGs in SAT pertaining to BP were related to fatty acid biosynthetic processes and lipid metabolism, the most influenced of which was monounsaturated fatty acid biosynthetic process with a fold enrichment >150; the upregulated DEGs in SAT of the CC were enriched in the ER membrane with the most affected compartment being integral component of endoplasmic reticulum membrane; and the upregulated SAT DEGs related to MF were mainly involved with fatty acid desaturase activity with palmitoyl-CoA 9-desaturase activity having a fold enrichment >150 (Fig. 4*A*). 

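Of the genes for monounsaturated fatty acid synthesis, the 4 stearoyl-CoA desaturases lie side by side on chromosome 19 of GRCm39, and their values are given although Scd1, Scd2 and Scd4 were singled out after they were seen. Scd1 (NM_009127.chr19, from 44382894 to 44399154) had a mean CPM of 82210 in lean and 286646 in obese SAT, a log2 fold change of 1.80 (standard error 0.28, adjusted p = 2.23e-04, edgeR). It held 8.08% ± 4.57 of all counts in lean SAT and 24.4% ± 0.905 in obese SAT (SD, n = 4). Scd2 (NM_009128.chr19, from 44281613 to 44295303) rose from 717 ± 238 to 5300 ± 1617 CPM, a log2 fold change of 2.89 (standard error 0.26, adjusted p = 1.84e-07). Scd4 (NM_183216.chr19) rose from 0.47 ± 0.313 to 1.98 ± 0.395 CPM, a log2 fold change of 1.88 (adjusted p = 0.0066). Its counts were a like share of the Scd1 counts in all 8 SAT libraries, so its rise there cannot be separated from that of Scd1. In VAT the share was uneven beyond counting error, the only error the test covers (Monte Carlo exact multinomial test, p = 6.2e-04). In VAT, Scd1 rose by 1.17 (adjusted p = 0.0074) and Scd2 by 1.34 (adjusted p = 7.42e-04), and Scd3 and Scd4 were not called (adjusted p = 0.388 and 0.36). The rise of Scd2 was smaller in VAT than in SAT, with a difference of -1.61 between the log2 fold changes (adjusted p = 1.24e-06), whereas for Scd1 the difference was not significant (adjusted p = 0.0654).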

The full list of significantly enriched GO terms relevant to SAT can be found in the online supplement (Supplemental Table S2). Also similar to the KEGG pathways observed in VAT following the long-term high**-**fat diet, the VAT DEGs that were upregulated in BP were mainly related to inflammation (Toll-like receptor 7 signaling pathway exhibited a fold enrichment >80); the upregulated VAT DEGs of the CC were highly enriched in the immunological synapse with fold enrichment approaching 20; and the upregulated VAT DEGs of MF were mainly involved in CCR1 chemokine receptor binding with fold enrichment approaching 60 (Fig. 4*B*). Furthermore, the downregulated VAT DEGs of BP were mainly involved in metabolic processes (both mitochondrial acetyl-CoA biosynthetic process from pyruvate and acetyl-CoA biosynthetic process from pyruvate exhibited fold enrichments >30); the downregulated VAT DEGs of the CC were mainly associated with the plasma membrane, caveola, and lipid particles; and the downregulated VAT DEGs of MF were mainly involved in pyridoxal phosphate binding and NAD binding, each approaching fold enrichments of 10 (Fig. 4*C*). 

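The list for endosomal Toll-like receptor signaling, which holds Tlr7, rose in VAT by a median log2 fold change of 1.33, with 12 of 14 transcripts higher in obese mice (camera, adjusted p = 7.88e-09, and 0.0232 with the estimated correlation). Over all genes tested 9 of the 14 rose at an adjusted p below 0.05 (edgeR) and 11 adjusted over the list alone. Havcr2, Pik3ap1, Slc15a3, Tlr13, Tlr7, Tlr8 and Tlr9 were called beyond 1.5. In SAT the median was 0.38, again with 12 of 14 higher (adjusted p = 3.37e-04, and 0.109 with the estimated correlation), and Pik3ap1, Tlr13 and Tlr8 were called beyond 1.5. The difference between the tissues had an adjusted p of 0.0028 by camera, 0.0212 by fry and 0.116 with the estimated correlation.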

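The list for the citrate cycle and the conversion of pyruvate to acetyl-CoA fell in VAT by a median of 0.51 on the log2 scale, with 30 of 33 transcripts lower in obese mice (camera, adjusted p = 3.29e-09, and 0.0294 with the estimated correlation). Of these transcripts, 12 fell at an adjusted p below 0.05 by edgeR's test, 20 adjusted over the list alone, 17 by DESeq2 and 14 by limma voom. Beyond 1.5 on the log2 scale there were 0 by edgeR, and 0 also at an unadjusted p below 0.05. The fall was larger in VAT than in SAT (camera, adjusted p = 2.71e-05, fry 0.01, and 0.0832 with the estimated correlation).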

The full list of significantly enriched GO terms relevant to VAT can be found in the online supplement (Supplemental Table S3).

**Figure 4.**
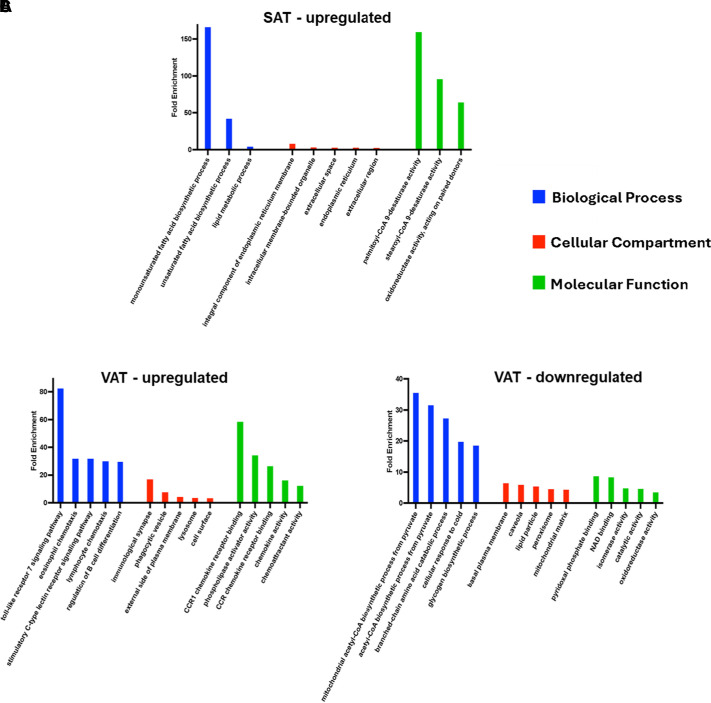
A long-term high-fat diet influences biological processes and molecular functions associated with metabolism and inflammation in SAT and VAT. GO terms incorporating biological processes (BPs), cellular components (CCs), and molecular functions (MFs) of the top upregulated DEGs in SAT (*A*) and the top five GO terms for each category related to the upregulated (*B*) and downregulated (*C*) DEGs in VAT (FDR < 0.05) with obesity (*n* = 4 mice/group). The full list of up- and downregulated GO terms associated with VAT can be found in the online supplement. DEGs, differentially expressed genes; SAT, subcutaneous adipose tissue; VAT, visceral adipose tissue.

### Long-Term High-Fat Diet Induces Differential Expression of a Select Subset of AT Genes

The next goal was to identify genes upregulated in SAT and downregulated in VAT, and vice versa, following the long-term high**-**fat diet. Based on the pathological status associated with VAT as opposed to SAT with obesity (2–4, 6, 7), we propose that identifying such differentially expressed AT genes may offer promising therapeutic avenues. 

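At an adjusted p below 0.05 (edgeR) and a log2 fold change beyond 1 in both tissues, 434 genes were upregulated and 364 downregulated in SAT, and 564 and 251 in VAT. Of these, 154 were upregulated in both, 88 downregulated in both, and 4 changed in opposite directions: Trdn, Hspb7, Elovl6 and Kcnj15. Without a filter on low counts 8 genes did so, and limma voom, with the mouse as a random effect, called 2. Trdn (NM_029726.chr10, chromosome 10 from 32956550 to 33356376, 1 of 3 transcripts of the gene) fell in SAT from 33.5 ± 21.2 to 3.15 ± 0.945 CPM, a log2 fold change of -3.41 (standard error 0.40, adjusted p = 9.24e-06). In VAT it rose from 1.78 ± 0.548 to 8.05 ± 4.15 CPM, by 2.08 (standard error 0.47, adjusted p = 0.00494), a call that limma voom did not make (adjusted p = 0.0622). Hspb7 (NM_013868.chr4, chromosome 4 from 141148090 to 141152625) fell in SAT from 78.3 ± 56.4 to 17.1 ± 3.18 CPM (log2 fold change -2.20, standard error 0.36, adjusted p = 2.71e-04) and rose in VAT from 27.8 ± 11.0 to 76.4 ± 19.7 CPM (1.44, standard error 0.36, adjusted p = 0.00961). The VAT call of Hspb7 was lost without lean replicate 2. Elovl6 (NM_130450.chr3, chromosome 3 from 129326004 to 129432144) rose in SAT from 109.5 ± 32.4 to 231 ± 39.0 CPM (1.08, standard error 0.19, adjusted p = 6.66e-04) and fell in VAT from 363 ± 78.0 to 162.5 ± 32.5 CPM (-1.16, standard error 0.19, adjusted p = 2.94e-04). Its adjusted p stayed below 0.05 in each of the 8 fits with a mouse left out, but the SAT value was under 1 without obese replicate 1 and without lean replicate 4 (0.94). Kcnj15 (XM_017316883.chr16, chromosome 16 from 95058417 to 95101119, 1 of 23 transcripts of the gene) went from 2.34 ± 0.575 to 4.86 ± 1.10 CPM in SAT (1.02, adjusted p = 0.04) and from 4.17 ± 1.70 to 1.61 ± 0.534 CPM in VAT (-1.32, adjusted p = 0.0161). Its SAT call held only when obese replicate 4 was left out, and its VAT call was lost without lean replicate 2, lean replicate 3 or obese replicate 4. For all 4 genes the difference between the tissues was significant within mice, with values in the fit with the block of 4.93 for Trdn, 3.36 for Hspb7, -2.26 for Elovl6 and -2.40 for Kcnj15 (adjusted p = 1.24e-06, 1.32e-05, 6.24e-09 and 0.00317, edgeR).

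**Figure D1:**
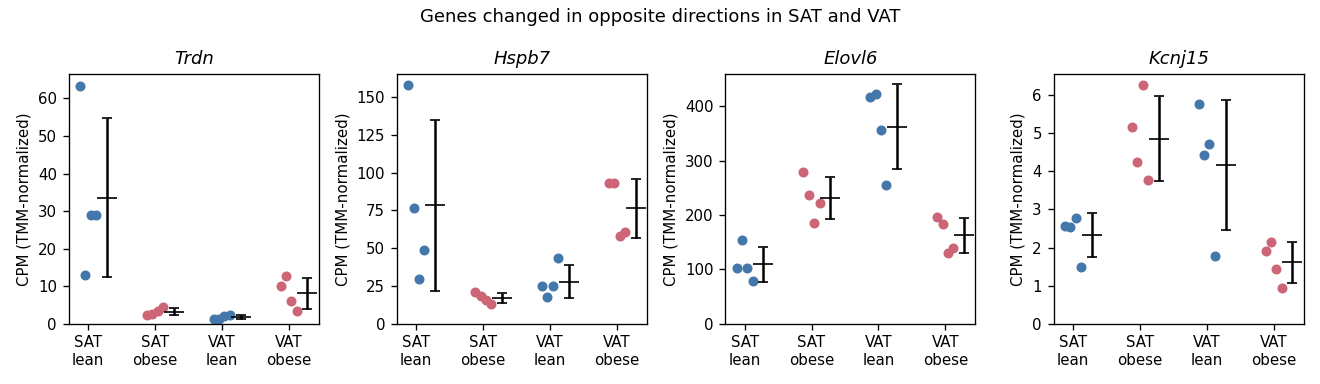
CPM with TMM scaling (vertical axis, from 0) of Trdn, Hspb7, Elovl6 and Kcnj15 in SAT and VAT of lean (blue) and obese (red) mice, with 1 point per library and a bar for the mean and SD of 4 mice. In all panels but that of Kcnj15 in VAT the lean and obese points of a tissue do not overlap.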

Surprisingly, only four total genes exhibited such a profile with *trdn* and *hspb7* downregulated in SAT/upregulated in VAT and *elvol6* and *kcnj15* upregulated in SAT/downregulated in VAT in response to obesity and relative to lean controls (Fig. 5). When the stringency of the logFC parameters was weakened from −1 > logFC > 1 to −0.5 > logFC > 0.5, this modestly increased the number of AT DEGs significantly influenced in opposite directions to 11, and all seven of the additional genes were upregulated in SAT/downregulated in VAT (Fig. 5 and Table 3). 

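With the limit at 0.5 on the log2 scale, 759 genes were upregulated and 604 downregulated in SAT, and 834 and 495 in VAT (edgeR). Of these 13 changed in opposite directions, 10 of them upregulated in SAT and downregulated in VAT. The number was 20 without a filter on low counts, 11 when each tissue was fitted alone, and 8 without obese replicate 3. Besides the 4 genes past the limit of 1, the 13 held Me1, Enpep, Adipor2, Slc25a1, Pcdhga8 and Pcdhb22 of Table 3. Enpep (NM_007934.chr3, chromosome 3 from 129062824 to 129126369) rose in SAT from 125.8 ± 12.0 to 189.9 ± 14.1 CPM (log2 fold change 0.60, standard error 0.13, adjusted p = 0.00498) and fell in VAT from 957 ± 133 to 321 ± 57.6 CPM (-1.58, standard error 0.13, adjusted p = 7.40e-08). Me1 (NM_008615.chr9, 1 of 3 transcripts) rose by 1.39 and fell by 0.85 (adjusted p = 5.92e-05 and 0.00588). Slc25a1 (NM_153150.chr16) rose by 0.55 and fell by 0.75 (adjusted p = 0.00494 and 3.04e-04), and the rise was under 0.5 without lean replicate 1 and without obese replicate 2 (0.45). Adipor2 (NM_197985.chr6, 1 of 4 transcripts) rose by 0.64, which lost its call without obese replicate 3, and fell by 0.70. Pcdhga8 (NM_033591.chr18) and Pcdhb22 (NM_053147.chr18) belong to clusters of near-identical genes, and their counts are uncertain to that extent. Pcdhga8 rose by 0.95 and fell by 0.89 (adjusted p = 0.014 and 0.0179), the SAT call being lost without lean replicate 3 and the VAT call without lean replicate 2, lean replicate 3, obese replicate 2 or obese replicate 4. Pcdhb22 rose by 0.52 and fell by 0.71 (adjusted p = 0.0326 and 0.00568), and its SAT call held only without lean replicate 3 or obese replicate 4. Klb (NM_031180.chr5, 1 of 2 transcripts) fell in VAT by 0.82 (adjusted p = 0.00922), while its rise in SAT by 0.55, from 43.9 ± 8.36 to 64.2 ± 7.06 CPM, was not called (adjusted p = 0.0713). The 3 others of the 13, named after their values were seen, were Gm7609, Utrn and Dusp4. Gm7609 (1 of 6 transcripts) had log2 fold changes of -0.97 in SAT and 1.07 in VAT (adjusted p = 0.0447 and 0.0068). Utrn (XM_006512711.chr10, 1 of 15 transcripts) had 1.02 and -0.89 (adjusted p = 0.00839 and 0.0291), and Dusp4 0.81 and -0.81 (adjusted p = 0.0416 and 0.0457).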

Table 3 also details the FDR *P* value, fold change, and function of each DEG oppositely expressed in SAT versus VAT in response to the long-term high-fat diet.

**Figure 5.**
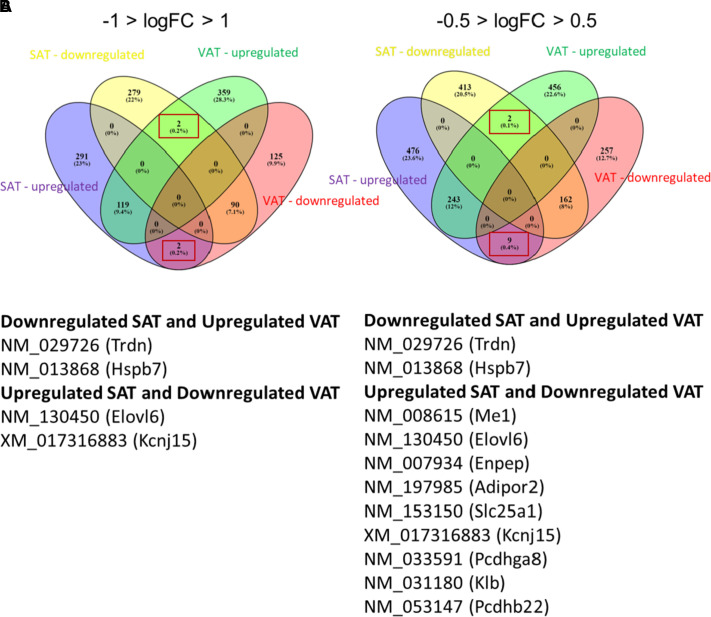
A long-term high-fat diet induces differential expression of four common genes in SAT versus VAT. Venn diagrams highlight the low number of genes that are oppositely expressed in SAT versus VAT in response to the long-term high-fat diet using fold change (FC) stringency levels of −1 > logFC > 1 (*A*) and −0.5 > logFC > 0.5 (*B*). The boxes in each diagram reveal the overlapping genes with differential expression patterns and the tables reveal that we detected 4 (*A*) versus 11 (*B*) specific DEGs that were expressed in this fashion (*n* = 4 mice/group). Each gene name in the table is accompanied by its gene reference number. DEGs, differentially expressed genes; SAT, subcutaneous adipose tissue; VAT, visceral adipose tissue.

**Table 3.** The 11 genes that are oppositely expressed in SAT and VAT with obesity using a fold change threshold of β0.5 > logFC > 0.5; FDR < 0.05

Gene ID	Gene Name	log2 (fold change)	FDR *P* Value	log2 (fold change)	FDR *P* value	Gene Function
ENSMUSG00000019787	*trdn	−3.43	7.96E-05	2.07	0.0060	Predicted to enable transmembrane transporter binding activity
ENSMUSG00000006221	*hspb7	−2.22	0.0013	1.42	0.0034	Enables filamin binding activity.
ENSMUSG00000032418	*me1*	1.37	3.94E-05	−0.88	0.0287	Enables malate dehydrogenase (decarboxylating) (NADP+) activity.
ENSMUSG00000041220	*elovl6	1.06	0.0013	−1.19	0.0012	Enables acyltransferase activity
ENSMUSG00000028024	*enpep*	0.58	0.0021	−1.61	3.43E-05	Enables peptidase activity
ENSMUSG00000030168	*adipor2*	0.62	0.0043	−0.74	0.0186	Enables adiponectin binding activity; identical protein binding activity; and signaling receptor activity.
ENSMUSG00000003528	*slc25a1*	0.54	0.0088	−0.78	0.0012	Predicted to enable citrate secondary active transmembrane transporter activity
ENSMUSG00000062609	*kcnj15	1.00	0.0203	−1.34	0.0463	Enables potassium channel activity.
ENSMUSG00000103897	*pcdhga8*	0.94	0.0207	−0.92	0.0463	NA
ENSMUSG00000029195	*klb*	0.54	0.0219	−0.85	0.0312	Predicted to enable fibroblast growth factor binding activity and fibroblast growth factor receptor binding activity.
ENSMUSG00000073591	*pcdhb22*	>0.50	0.0226	−0.74	0.0213	Predicted to be involved in cell adhesion.
		SAT		VAT		

SAT, subcutaneous adipose tissue; VAT, visceral adipose tissue. *Denotes one of four genes that remains significant after the more stringent threshold of −1 > logFC > 1.

## DISCUSSION

AT plays a multifactorial role in metabolic and inflammatory status and AT dysfunction is now predicted to be a culprit in the progression of cardiovascular disease and diabetes. VAT in particular has been a major focal point to date where, in contrast to SAT, VAT accumulation is strongly associated with increased macrophage infiltration and inflammation, increased adipocyte size, and decreased lipid metabolism (17–22). Therefore, unveiling the gross transcriptome changes that differ between SAT and VAT under obesogenic conditions may lead to a better understanding of VAT dysfunction and offer an initial platform of potential targets aimed at preventing or even reversing specific AT depot dysfunction.

In this study, male C57Bl/6J mice were fed a high-fat diet for 12–14 mo, which resulted in expected increases in body weight as well as SAT and VAT mass. Although the SAT from obese mice exhibited a 65.6% increase in mass compared with SAT from lean controls, VAT showed a stark 123.2% increase in mass relative to VAT from lean mice, immediately revealing differences in the response to the high-fat diet between these AT depots. Our major goal in this study was to examine the gene expression profiles via RNA sequencing of SAT and VAT to identify AT-specific differences in response to obesity. Changes in gene expression in response to the high-fat diet were assessed relative to lean control mice maintained on a normal laboratory diet. Our initial assessment identified more than 13,000 AT genes with 1.3% and 6.2% being uniquely expressed in SAT and VAT, respectively, in response to the long-term high-fat diet. A total of 308 DEGs were identified in SAT, with 164 genes being upregulated versus 144 downregulated while nearly 700 DEGs were identified in VAT with 262 being upregulated versus 428 downregulated as compared with matched lean control AT. The DEGs identified in SAT and VAT were significantly enriched in several pathways related to metabolism (e.g., fatty acid metabolism, amino acid metabolism, carbohydrate metabolism, TCA cycle) and inflammation (e.g., IgA production, cytokines and cytokine receptors, and antigen processing/presentation). Interestingly, SAT DEGs were only enriched in two upregulated pathways driving lipid metabolism and were not significantly associated with downregulated pathways. The upregulated DEGs in SAT support a role for enhanced metabolic activity related to lipid handling in response to nutrient overload. In contrast, VAT from obese mice was significantly associated with a total of 44 differentially regulated pathways. Of note, in the upregulated pathways is the presence of several proinflammatory signaling pathways whereas, in contrast to SAT, several metabolic pathways are downregulated including the general “metabolic pathways.” Together, these observations support the existing notion that SAT maintains, or even enhances, the metabolic phenotype while VAT loses metabolic capacity and shifts to a proinflammatory phenotype. These findings more broadly highlight the major impact of obesity on VAT, whereas SAT appears minimally affected and may even respond by upregulating lipid handling, potentially preserving AT function. Many of these findings from the KEGG pathway analysis are further supported by the GO analyses as they pertain to specific terms associated with BP and MF categories.

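The lists that stand for lipid metabolism responded differently in the tissues. The fatty acid synthesis, elongation and desaturation list, which rose in SAT, had a median log2 fold change of -0.32 in VAT, with 20 of 30 transcripts lower in obese mice (camera, adjusted p = 0.00303, fry 0.0136, and 0.125 with the estimated correlation). At an adjusted p below 0.05, 9 of its transcripts fell and 2 rose (edgeR), against 10 and 3 adjusted over the list alone. The sum of the list moved the other way, from 75664 ± 17627 to 163251 ± 31008 CPM in VAT, since Scd1 makes up most of it. Relative to SAT the list was lower in VAT under each of the 3 tests (camera, adjusted p = 1.18e-11, fry 2.69e-04, and 0.00983 with the estimated correlation). PPAR signaling was not called in VAT (median -0.15, mean 0.12, adjusted p = 0.375), and lay below SAT by camera and fry (adjusted p = 1.94e-05 and 0.01) but not with the estimated correlation (0.0832). From upregulated lipid pathways without downregulated ones in SAT, and from upregulated proinflammatory and downregulated metabolic pathways in VAT, the paper reasons that its observations support an existing notion, in which SAT keeps or strengthens a metabolic phenotype, whereas VAT loses metabolic capacity and turns proinflammatory.

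**Figure D2:**
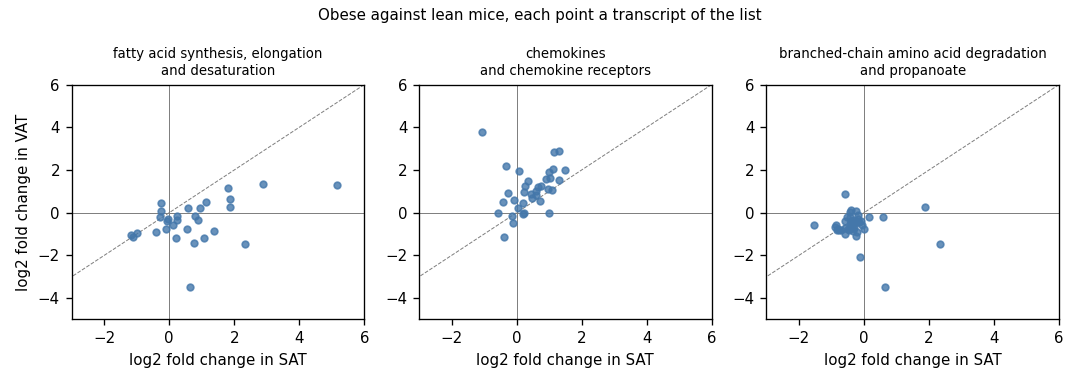
Log2 fold change between obese and lean mice in SAT (horizontal axis) and in VAT (vertical axis), with 1 point for each tested transcript of 3 gene lists: 30 of fatty acid synthesis, elongation and desaturation, 35 of chemokines and chemokine receptors, and 44 of branched-chain amino acid degradation and propanoate. The dashed line marks equal changes, and the points of the first list lie mostly below it.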

These findings are in line with past studies, including those comparing VAT and SAT (22–27). However, to our knowledge, this is the first study to evaluate DEGs in distinct AT with a focus on opposite expression patterns in response to a long-term high-fat diet and obesity. The existence of distinct metabolic obese phenotypes, i.e., healthy versus unhealthy wherein the latter is associated with accumulation of VAT (1–7), indicates a dichotomy in AT dysfunction driven by pathophysiological alterations specifically in VAT but may also denote adaptations in SAT that preserve AT function under obesogenic conditions. When identifying genes in SAT versus VAT that were oppositely regulated following a long-term high-fat diet, we were surprised to find only four genes that exhibited such a profile and that this was only modestly increased to 11 genes when reducing statistical stringency.

The two genes that were identified to be downregulated in SAT and upregulated in VAT were *trdn* and *hspb7*. The *trdn* gene, which encodes the protein triadin, is associated with Ca^2+^ handling in the sarcoplasmic reticulum of muscle cells through interactions with the ryanodine receptor (28, 29), although its role in AT is not defined. Similar to our observations in VAT of obese mice, the expression of *trdn* was also shown to be substantially upregulated in skeletal muscle of Caucasian women with obesity, however, a specific role for triadin was not investigated (30). Furthermore, a recent study showed that *TRDN* was upregulated in SAT of humans with morbid obesity and type II diabetes mellitus as compared with nondiabetic, body mass index (BMI)-matched individuals further implicating a role for triadin in disease progression in AT (31). In contrast, *Trdn* expression was shown to be significantly downregulated in brown adipose tissue (BAT) of obese rats relative to lean controls, highlighting potential AT-specific roles for triadin in health and disease (32). A speculative role for the upregulation of triadin may be in the form of contributing to increased cytosolic Ca^2+^, which could impact a variety of functions including promoting apoptosis and/or the production of proinflammatory adipokines, whereas its downregulation may afford protection against Ca^2+^ overload.

Heat shock protein b7 (HSPB7), encoded by *hspb7*, is a relatively understudied heat shock protein that has been shown to be protective against cardiomyopathies and cancer in preclinical studies (33–35). The upregulation of *hspb7* in VAT may be indicative of a stress response in obesity, however, the concomitant downregulation of this gene in SAT may underly an alternative role for this gene in AT that promotes AT dysfunction. Recent in vitro studies suggest a role for HSPB7 in inhibiting adipogenesis which, in the context of upregulated *hspb7* we observed in VAT, may contribute to AT dysfunction under obesogenic conditions and nutrient overload (36). An earlier study showed that *Hspb7* was upregulated in BAT and epididymal VAT of obese Zucker rats (37). Although we did not investigate BAT in the present study, the observation that *Hspb7* similarly increases in a distinct VAT depot using a different rodent model of obesity represents a compelling reason to understand the role of this gene in mediating AT dysfunction.

We also identified two genes with the opposite expression profile: both *elovl6* and *kcnj15* were upregulated in SAT and downregulated in VAT with obesity. The latter encodes a K^+^ ion channel, Kir4.2, that was most recently shown to play a pathological role in the kidney in response to low-dietary K^+^ (38). *KCNJ15* has also been identified as a susceptibility gene to type II diabetes mellitus though the focus to date has been on pancreatic β cells where Kir4.2 function is proposed to inhibit glucose-stimulated insulin secretion (39, 40). These findings would suggest a detrimental role for this gene in obesity perhaps via inducing insulin resistance, however, a role for this gene in AT is yet to be defined.

Similarly, *elovl6* encodes the enzyme elongation of long-chain fatty acids family member 6 (Elovl6), which has been linked to insulin resistance (41, 42). Such evidence has positioned Elovl6 as a candidate target in ameliorating insulin resistance through preventing dysregulated lipid metabolism (43), however, tissue-specific roles remain unclear and the use of global knockout mice may mask the role of *elovl6* in SAT. Indeed, while both genes that we show to be upregulated in SAT and downregulated in VAT have been associated with metabolic disease processes and seemingly support studies showing dysfunctional SAT with obesity (44–46), their AT-specific functions remain to be determined. Based on the differential AT expression patterns of these four genes (*trdn*, *hspb7*, *elovl6*, and *kcnj15*), we propose a deeper investigation with respect to distinct AT depots to determine if manipulating the expression/function of these genes may resolve VAT dysfunction in obesity.

Previous studies have used bulk and single-cell (sc)/nucleus RNA sequencing to evaluate AT gene expression profiles in humans and animal models under a variety of conditions. Most recently, Norreen-Thorsen et al. (47) showed using an integrative correlation analysis of bulk RNA sequencing data, a method aimed at better evaluating adipocyte genes to overcome technical challenges encountered when using scRNA sequencing methods, both sex and AT depot-specific differences using human datasets with males exhibiting a subset of unique, cell type-enriched genes. However, obesity was not a focus. Although we did not include female mice in the present study and were therefore unable to detect sex differences in AT gene expression, the aforementioned study highlights potential important differences as it pertains to the progression of conditions such as cardiovascular disease with which men are more prone earlier in life (48, 49). With regard to obesity, and in contrast to the present study, several studies evaluated SAT or VAT independently to determine obesity-induced gene alterations in AT (23, 27, 44–46). Although our findings support those studies investigating VAT depots in both human and rodent models of obesity (23, 27), several of the studies identified increased proinflammatory gene expression profiles in SAT of women and children with obesity as well as in a porcine model of obesity (44–46). These findings indicate that SAT may serve as an additional source of AT dysfunction under specific conditions or in different model systems, however, the absence of VAT data in these studies does not allow for a comparison in the degree of inflammation between the distinct AT depots. Furthermore, Massier et al. (24) recently integrated the work of several studies in a meta-analysis comparing SAT and VAT (omental and perivascular) and elegantly detailed novel cellular proportions, subtypes, and distinct clusters of progenitor cells between AT types ultimately highlighting cell-cell interactions and cellular relationships that may also dictate distinct alterations to AT in obesity. In summary, our present RNA-sequencing dataset offers a new outlook on SAT versus VAT in response to long-term obesity and nutrient overload and reveals genes that are differentially expressed in the two AT types. We propose that these genes in particular should be investigated further to determine their role in VAT dysfunction and/or putative SAT adaptive responses to poor nutrition and obesity.

### Limitations and Further Considerations

There are limitations to address in the present study. First, only male mice were used. Obesity is well-known to affect men and women differently, especially with regard to body fat distribution, adipocyte function, and proclivity to insulin resistance, and this could certainly impact gene expression across SAT and VAT depots (50, 51). Furthermore, although the lean controls were age-matched to the obese group in our study, the final ages of the mice at euthanasia were between 14.5 and 16.5 mo. Therefore, the cohort of mice used in this study can also be considered aged, however, a younger group of mice were not included to make such comparisons. A similar study design including a young group of mice is warranted to determine the impact of age, as well as a short-term diet regimen, on the AT transcriptome.

We also propose several considerations for the findings in the present study and future work. Here, we used a high-fat diet containing 42% kcal from fat, however, several groups have used a 60% kcal from fat diet as well as genetic models to induce obesity across numerous studies. It is likely that different diets, as well as time on a given diet, and distinct models of obesity would differentially impact AT genes from what we observed in this study. Future studies may build upon this work both from the perspective of specific genes identified and in magnitude of fold changes observed in ubiquitously influenced genes across diet types/regimens and models. Along these lines, it would be beneficial to provide a spectrum of obesity using a large cohort of mice that would allow for correlating gene expression profiles to specific physiological indicators (e.g., body weight, AT weights, blood glucose/lipids, etc.) as well as behavioral modifications that may be influenced by high-fat feeding and obesity (e.g., food intake, physical activity/sedentary behavior, etc.). Such analyses may improve our understanding of associated obesogenic variables and the relationship to changes in AT gene expression in response to obesity. Lastly, it should be considered that, in light of the drastic differences we observed in VAT versus SAT with regard to altered pathways and key nodes, targeting such affected pathways may provide ample opportunity for future research aimed at ameliorating AT dysfunction.

## DATA AVAILABILITY

Sample description, sequence, and gene expression data have been deposited in the NCBI under BioProject PRJNA1123180 with GEO series record GSE269663. Supplemental figures and tables can be found online at https://doi.org/10.6084/m9.figshare.26937643.

## SUPPLEMENTAL MATERIAL

10.6084/m9.figshare.26937643 Supplemental Tables S1–S3 and Supplemental Figs. S1 and S2: https://doi.org/10.6084/m9.figshare.26937643.

## GRANTS

This work was supported by an Institutional Development Award from the National Institute of General Medical Sciences of the National Institutes of Health under Award No. 2P20GM113125 (to I.S.F.). The Bioinformatics Data Science Core is supported by Delaware INBRE (Grant P20GM103446). M.A. is supported by the Saudi Arabian Cultural Mission.

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

M.A. and I.S.F. conceived and designed research; M.A., M.S., and B.F.K. performed experiments; M.A., H.A., J.D.B., and S.W.P. analyzed data; M.A., H.A., M.S., J.D.B., B.F.K., S.W.P., and I.S.F. interpreted results of experiments; M.A., H.A., and I.S.F. prepared figures; M.A. and I.S.F. drafted manuscript; M.A., H.A., M.S., J.D.B., B.F.K., S.W.P., and I.S.F. edited and revised manuscript; M.A., H.A., M.S., J.D.B., B.F.K., S.W.P., and I.S.F. approved final version of manuscript.

## References

[1] Blüher M. Metabolically healthy obesity. Endocr Rev 41: bnaa004, 2020. doi:10.1210/endrev/bnaa004. 32128581 PMC7098708

[2] Cesaro A, De Michele G, Fimiani F, Acerbo V, Scherillo G, Signore G, Rotolo FP, Scialla F, Raucci G, Panico D, Gragnano F, Moscarella E, Scudiero O, Mennitti C, Calabrò P. Visceral adipose tissue and residual cardiovascular risk: a pathological link and new therapeutic options. Front Cardiovasc Med 10: 1187735, 2023. doi:10.3389/fcvm.2023.1187735. 37576108 PMC10421666

[3] Després JP. Body fat distribution and risk of cardiovascular disease: an update. Circulation 126: 1301–1313, 2012. doi:10.1161/CIRCULATIONAHA.111.067264. 22949540

[4] Gruzdeva O, Borodkina D, Uchasova E, Dyleva Y, Barbarash O. Localization of fat depots and cardiovascular risk. Lipids Health Dis 17: 218, 2018. doi:10.1186/s12944-018-0856-8. 30219068 PMC6138918

[5] Smith GI, Mittendorfer B, Klein S. Metabolically healthy obesity: facts and fantasies. J Clin Invest 129: 3978–3989, 2019. doi:10.1172/JCI129186. 31524630 PMC6763224

[6] Raheem J, Sliz E, Shin J, Holmes MV, Pike GB, Richer L, Gaudet D, Paus T, Pausova Z. Visceral adiposity is associated with metabolic profiles predictive of type 2 diabetes and myocardial infarction. Commun Med (Lond) 2: 81, 2022. doi:10.1038/s43856-022-00140-5. 35789567 PMC9249739

[7] Ruggiero AD, Vemuri R, DeStephanis D, Brock A, Block MR, Chou J, Das SK, Williams AG, Kavanagh K. Visceral adipose microbial and inflammatory signatures in metabolically healthy and unhealthy nonhuman primates. Obesity (Silver Spring) 31: 2543–2556, 2023. doi:10.1002/oby.23870. 37614163 PMC10783165

[8] Kalari KR, Nair AA, Bhavsar JD, O’Brien DR, Davila JI, Bockol MA, Nie J, Tang X, Baheti S, Doughty JB, Middha S, Sicotte H, Thompson AE, Asmann YW, Kocher JP. MAP-RSeq: mayo analysis pipeline for RNA sequencing. BMC Bioinformatics 15: 224, 2014. doi:10.1186/1471-2105-15-224. 24972667 PMC4228501

[9] Kim D, Langmead B, Salzberg SL. HISAT: a fast spliced aligner with low memory requirements. Nat Methods 12: 357–360, 2015. doi:10.1038/nmeth.3317. 25751142 PMC4655817

[10] Wang L, Wang S, Li W. RSeQC: quality control of RNA-seq experiments. Bioinformatics 28: 2184–2185, 2012. doi:10.1093/bioinformatics/bts356. 22743226

[11] Anders S, Pyl PT, Huber W. HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics 31: 166–169, 2015. doi:10.1093/bioinformatics/btu638. 25260700 PMC4287950

[12] Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26: 139–140, 2010. doi:10.1093/bioinformatics/btp616. 19910308 PMC2796818

[13] Kanehisa M, Furumichi M, Sato Y, Ishiguro-Watanabe M, Tanabe M. KEGG: integrating viruses and cellular organisms. Nucleic Acids Res 49: D545–D551, 2021. doi:10.1093/nar/gkaa970. 33125081 PMC7779016

[14] Kanehisa M, Furumichi M, Tanabe M, Sato Y, Morishima K. KEGG: new perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Res 45: D353–D361, 2017. doi:10.1093/nar/gkw1092. 27899662 PMC5210567

[15] Sherman BT, Hao M, Qiu J, Jiao X, Baseler MW, Lane HC, Imamichi T, Chang W. DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res 50: W216–W221, 2022. doi:10.1093/nar/gkac194. 35325185 PMC9252805

[16] Bindea G, Mlecnik B, Hackl H, Charoentong P, Tosolini M, Kirilovsky A, Fridman WH, Pagès F, Trajanoski Z, Galon J. ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics 25: 1091–1093, 2009. doi:10.1093/bioinformatics/btp101. 19237447 PMC2666812

[17] Kawai T, Autieri MV, Scalia R. Adipose tissue inflammation and metabolic dysfunction in obesity. Am J Physiol Cell Physiol 320: C375–C391, 2021. doi:10.1152/ajpcell.00379.2020. 33356944 PMC8294624

[18] Altintas MM, Azad A, Nayer B, Contreras G, Zaias J, Faul C, Reiser J, Nayer A. Mast cells, macrophages, and crown-like structures distinguish subcutaneous from visceral fat in mice. J Lipid Res 52: 480–488, 2011. doi:10.1194/jlr.M011338. 21148461 PMC3035684

[19] Cancello R, Tordjman J, Poitou C, Guilhem G, Bouillot JL, Hugol D, Coussieu C, Basdevant A, Bar Hen A, Bedossa P, Guerre-Millo M, Clément K. Increased infiltration of macrophages in omental adipose tissue is associated with marked hepatic lesions in morbid human obesity. Diabetes 55: 1554–1561, 2006. doi:10.2337/db06-0133. 16731817

[20] Harman-Boehm I, Blüher M, Redel H, Sion-Vardy N, Ovadia S, Avinoach E, Shai I, Klöting N, Stumvoll M, Bashan N, Rudich A. Macrophage infiltration into omental versus subcutaneous fat across different populations: effect of regional adiposity and the comorbidities of obesity. J Clin Endocrinol Metab 92: 2240–2247, 2007. doi:10.1210/jc.2006-1811. 17374712

[21] O’Connell J, Lynch L, Cawood TJ, Kwasnik A, Nolan N, Geoghegan J, McCormick A, O’Farrelly C, O’Shea D. The relationship of omental and subcutaneous adipocyte size to metabolic disease in severe obesity. PLoS One 5: e9997, 2010. doi:10.1371/journal.pone.0009997. 20376319 PMC2848665

[22] Poulain-Godefroy O, Lecoeur C, Pattou F, Fruhbeck G, Froguel P. Inflammation is associated with a decrease of lipogenic factors in omental fat in women. Am J Physiol Regul Integr Comp Physiol 295: R1–R7, 2008. doi:10.1152/ajpregu.00926.2007. 18448614

[23] Qian Y, Sun H, Xiao H, Ma M, Xiao X, Qu Q. Microarray analysis of differentially expressed genes and their functions in omental visceral adipose tissues of pregnant women with vs. without gestational diabetes mellitus. Biomed Rep 6: 503–512, 2017. doi:10.3892/br.2017.878. 28529732 PMC5431681

[24] Massier L, Jalkanen J, Elmastas M, Zhong J, Wang T, Nono Nankam PA, Frendo-Cumbo S, Bäckdahl J, Subramanian N, Sekine T, Kerr AG, Tseng BTP, Laurencikiene J, Buggert M, Lourda M, Kublickiene K, Bhalla N, Andersson A, Valsesia A, Astrup A, Blaak EE, Ståhl PL, Viguerie N, Langin D, Wolfrum C, Blüher M, Rydén M, Mejhert N. An integrated single cell and spatial transcriptomic map of human white adipose tissue. Nat Commun 14: 1438, 2023. doi:10.1038/s41467-023-36983-2. 36922516 PMC10017705

[25] Konigorski S, Janke J, Patone G, Bergmann MM, Lippert C, Hübner N, Kaaks R, Boeing H, Pischon T. Identification of novel genes whose expression in adipose tissue affects body fat mass and distribution: an RNA-Seq and Mendelian Randomization study. Eur J Hum Genet 32: 1127–1135, 2024 [Erratum in *Eur J Hum Genet* 32: 1190, 2024]. doi:10.1038/s41431-022-01161-3. 35953519 PMC11369295

[26] Honecker J, Ruschke S, Seeliger C, Laber S, Strobel S, Pröll P, Nellaker C, Lindgren CM, Kulozik U, Ecker J, Karampinos DC, Claussnitzer M, Hauner H. Transcriptome and fatty-acid signatures of adipocyte hypertrophy and its non-invasive MR-based characterization in human adipose tissue. EBioMedicine 79: 104020, 2022. doi:10.1016/j.ebiom.2022.104020. 35490555 PMC9062743

[27] Sárvári AK, Van Hauwaert EL, Markussen LK, Gammelmark E, Marcher AB, Ebbesen MF, Nielsen R, Brewer JR, Madsen JGS, Mandrup S. Plasticity of epididymal adipose tissue in response to diet-induced obesity at single-nucleus resolution. Cell Metab 33: 437–453.e5, 2021. doi:10.1016/j.cmet.2020.12.004. 33378646

[28] Györke I, Hester N, Jones LR, Györke S. The role of calsequestrin, triadin, and junctin in conferring cardiac ryanodine receptor responsiveness to luminal calcium. Biophys J 86: 2121–2128, 2004. doi:10.1016/S0006-3495(04)74271-X. 15041652 PMC1304063

[29] Groh S, Marty I, Ottolia M, Prestipino G, Chapel A, Villaz M, Ronjat M. Functional interaction of the cytoplasmic domain of triadin with the skeletal ryanodine receptor. J Biol Chem 274: 12278–12283, 1999. doi:10.1074/jbc.274.18.12278. 10212196

[30] Paran CW, Verkerke AR, Heden TD, Park S, Zou K, Lawson HA, Song H, Turk J, Houmard JA, Funai K. Reduced efficiency of sarcolipin-dependent respiration in myocytes from humans with severe obesity. Obesity (Silver Spring) 23: 1440–1449, 2015. doi:10.1002/oby.21123. 25970801 PMC4483165

[31] Dong Z, Lei X, Kujawa SA, Bolu N, Zhao H, Wang C. Identification of core gene in obese type 2 diabetes patients using bioinformatics analysis. Adipocyte 10: 310–321, 2021. doi:10.1080/21623945.2021.1933297. 34085602 PMC8183531

[32] Joo JI, Yun JW. Gene expression profiling of adipose tissues in obesity susceptible and resistant rats under a high fat diet. Cell Physiol Biochem 27: 327–340, 2011. doi:10.1159/000327959. 21471722

[33] Mercer EJ, Lin YF, Cohen-Gould L, Evans T. Hspb7 is a cardioprotective chaperone facilitating sarcomeric proteostasis. Dev Biol 435: 41–55, 2018. doi:10.1016/j.ydbio.2018.01.005. 29331499 PMC5818303

[34] Naderi A. SRARP and HSPB7 are epigenetically regulated gene pairs that function as tumor suppressors and predict clinical outcome in malignancies. Mol Oncol 12: 724–755, 2018. doi:10.1002/1878-0261.12195. 29577611 PMC5928383

[35] Lin J, Deng Z, Tanikawa C, Shuin T, Miki T, Matsuda K, Nakamura Y. Downregulation of the tumor suppressor HSPB7, involved in the p53 pathway, in renal cell carcinoma by hypermethylation. Int J Oncol 44: 1490–1498, 2014. doi:10.3892/ijo.2014.2314. 24585183 PMC4027944

[36] Zhang S, van de Peppel J, Koedam M, van Leeuwen JPTM, van der Eerden BCJ. HSPB7 oppositely regulates human mesenchymal stromal cell-derived osteogenesis and adipogenesis. Stem Cell Res Ther 14: 126, 2023. doi:10.1186/s13287-023-03361-0. 37170285 PMC10173662

[37] Krief S, Faivre JF, Robert P, Le Douarin B, Brument-Larignon N, Lefrère I, Bouzyk MM, Anderson KM, Greller LD, Tobin FL, Souchet M, Bril A. Identification and characterization of cvHsp. A novel human small stress protein selectively expressed in cardiovascular and insulin-sensitive tissues. J Biol Chem 274: 36592–36600, 1999. doi:10.1074/jbc.274.51.36592. 10593960

[38] Terker AS, Zhang Y, Arroyo JP, Cao S, Wang S, Fan X, Denton JS, Zhang MZ, Harris RC. Kir4.2 mediates proximal potassium effects on glutaminase activity and kidney injury. Cell Rep 41: 111840, 2022. doi:10.1016/j.celrep.2022.111840. 36543132 PMC9827473

[39] Okamoto K, Iwasaki N, Doi K, Noiri E, Iwamoto Y, Uchigata Y, Fujita T, Tokunaga K. Inhibition of glucose-stimulated insulin secretion by KCNJ15, a newly identified susceptibility gene for type 2 diabetes. Diabetes 61: 1734–1741, 2012. doi:10.2337/db11-1201. 22566534 PMC3379671

[40] Okamoto K, Iwasaki N, Nishimura C, Doi K, Noiri E, Nakamura S, Takizawa M, Ogata M, Fujimaki R, Grarup N, Pisinger C, Borch-Johnsen K, Lauritzen T, Sandbaek A, Hansen T, Yasuda K, Osawa H, Nanjo K, Kadowaki T, Kasuga M, Pedersen O, Fujita T, Kamatani N, Iwamoto Y, Tokunaga K. Identification of KCNJ15 as a susceptibility gene in Asian patients with type 2 diabetes mellitus. Am J Hum Genet 86: 54–64, 2010. doi:10.1016/j.ajhg.2009.12.009. 20085713 PMC2801752

[41] Matsuzaka T, Shimano H, Yahagi N, Kato T, Atsumi A, Yamamoto T, Inoue N, Ishikawa M, Okada S, Ishigaki N, Iwasaki H, Iwasaki Y, Karasawa T, Kumadaki S, Matsui T, Sekiya M, Ohashi K, Hasty AH, Nakagawa Y, Takahashi A, Suzuki H, Yatoh S, Sone H, Toyoshima H, Osuga J, Yamada N. Crucial role of a long-chain fatty acid elongase, Elovl6, in obesity-induced insulin resistance. Nat Med 13: 1193–1202, 2007. doi:10.1038/nm1662. 17906635

[42] Zhao H, Matsuzaka T, Nakano Y, Motomura K, Tang N, Yokoo T, Okajima Y, Han SI, Takeuchi Y, Aita Y, Iwasaki H, Yatoh S, Suzuki H, Sekiya M, Yahagi N, Nakagawa Y, Sone H, Yamada N, Shimano H. Elovl6 deficiency improves glycemic control in diabetic *db/db* mice by expanding β-cell mass and increasing insulin secretory capacity. Diabetes 66: 1833–1846, 2017. doi:10.2337/db16-1277. 28461456

[43] Matsuzaka T. Role of fatty acid elongase Elovl6 in the regulation of energy metabolism and pathophysiological significance in diabetes. Diabetol Int 12: 68–73, 2020. doi:10.1007/s13340-020-00481-3. 33479581 PMC7790921

[44] Berardo C, Calcaterra V, Mauri A, Carelli S, Messa L, Destro F, Rey F, Cordaro E, Pelizzo G, Zuccotti G, Cereda C. Subcutaneous adipose tissue transcriptome highlights specific expression profiles in severe pediatric obesity: a pilot study. Cells 12: 1105, 2023. doi:10.3390/cells12081105. 37190014 PMC10137076

[45] Kogelman LJ, Cirera S, Zhernakova DV, Fredholm M, Franke L, Kadarmideen HN. Identification of co-expression gene networks, regulatory genes and pathways for obesity based on adipose tissue RNA sequencing in a porcine model. BMC Med Genomics 7: 57, 2014. doi:10.1186/1755-8794-7-57. 25270054 PMC4183073

[46] Messa L, Rey F, Pandini C, Barzaghini B, Micheletto G, Raimondi MT, Bertoli S, Cereda C, Zuccotti G, Cancello R, Carelli S. RNA-seq dataset of subcutaneous adipose tissue: transcriptional differences between obesity and healthy women. Data Brief 39: 107647, 2021. doi:10.1016/j.dib.2021.107647. 34901353 PMC8640228

[47] Norreen-Thorsen M, Struck EC, Öling S, Zwahlen M, Von Feilitzen K, Odeberg J, Lindskog C, Pontén F, Uhlén M, Dusart PJ, Butler LM. A human adipose tissue cell-type transcriptome atlas. Cell Rep 40: 111046, 2022. doi:10.1016/j.celrep.2022.111046. 35830816

[48] Bots SH, Peters SAE, Woodward M. Sex differences in coronary heart disease and stroke mortality: a global assessment of the effect of ageing between 1980 and 2010. BMJ Glob Health 2: e000298, 2017. doi:10.1136/bmjgh-2017-000298. 28589033 PMC5435266

[49] Stanhewicz AE, Wenner MM, Stachenfeld NS. Sex differences in endothelial function important to vascular health and overall cardiovascular disease risk across the lifespan. Am J Physiol Heart Circ Physiol 315: H1569–H1588, 2018. doi:10.1152/ajpheart.00396.2018. 30216121 PMC6734083

[50] Chang E, Varghese M, Singer K. Gender and sex differences in adipose tissue. Curr Diab Rep 18: 69, 2018. doi:10.1007/s11892-018-1031-3. 30058013 PMC6525964

[51] Arner P, Viguerie N, Massier L, Rydén M, Astrup A, Blaak E, Langin D, Andersson DP. Sex differences in adipose insulin resistance are linked to obesity, lipolysis and insulin receptor substrate 1. Int J Obes (Lond) 48: 934–940, 2024. doi:10.1038/s41366-024-01501-x. 38491191 PMC11217000

How the deposited data were processed for this re-analysis (not part of the article)

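RNA was measured in inguinal SAT and mesenteric VAT of 4 lean male mice and 4 obese male mice fed a diet with 42% of its energy from fat for 12 to 14 months. Each mouse gave 1 library per tissue, and the 16 libraries form 4 groups of 4. The authors trimmed the paired-end reads with TrimGalore, aligned them with HISAT2 to GRCm39 with its RefSeq annotation, counted them with HTSeq and tested them with edgeR. How reads shared by several transcripts were treated and which strand setting was used are not stated.

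The deposited table holds 32 value columns, 16 of raw counts and 16 of CPM, for 130343 entries, RefSeq transcripts apart from 13 mitochondrial protein genes. All 32 columns were used. The CPM columns were checked against the counts: they equal the counts scaled by the column total to within 4.9e-10, and carry no TMM factor. Symbols were assigned by RefSeq identifier, and 11809 of the 13288 tested transcripts (88.9%) have one, for 10295 symbols. TMM factors were computed here and applied to each gene's CPM.

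Counts limit what can be seen. Total counts differ between libraries by more than 10 times, and 1 count stands for between 0.0602 and 0.796 CPM. Limits from counts of 0 use 3 counts, the upper end of a 95% interval for a count of 0, and cover counting error only. The 24 pairs of libraries within a group had correlations of log2 CPM between 0.902 and 0.981 and differed by more than counting error (lowest chi-square per degree of freedom 8.46), so no 2 of them are copies of one library.

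Diets were compared within each tissue with edgeR 4.0.16 in R 4.3.3 (TMM, quasi-likelihood F-test with the setting legacy=TRUE, transcripts with a CPM above 1 in at least 3 of 16 libraries). A gene was called at an adjusted p (Benjamini-Hochberg) below 0.05 and a log2 fold change beyond 1.5, or beyond 1 and 0.5 for genes changed in opposite directions. All 16 libraries were fitted together so that the groups share the estimate of the spread. The standard error given for an edgeR value was derived from the test, as the size of the value over the square root of its F. The difference of the diet response between VAT and SAT was tested with the mouse as a block, without a limit on its size. Libraries of SAT and VAT were matched by mouse. As a check, the correlation of their deviations from the group mean was between -0.009 and 0.173 (median 0.0759) in the 8 pairs from 1 mouse, and between -0.154 and 0.121 (median -0.0392) in 24 pairs from different mice of 1 diet. Gene lists were tested with camera and fry of limma 3.58.1 on log2 CPM with a prior count of 2. Counts of expressed genes were compared with all 70 assignments of 4 of the 8 mice to a diet, and counts of called genes with all 35 splits of the mice into 4 and 4. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made the tables and figures.

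The tests, the limits, the gene lists and the alternatives below were written down before the data were examined. The genes named are those the paper names, the 5 called genes with the largest log2 fold change in each tissue and direction whose obese and lean libraries do not overlap, the 5 genes with the smallest adjusted p in each direction of the difference between tissues, and the called members of the lists. Gm7609, Utrn and Dusp4 lie outside this rule. Scd1, Scd2 and Scd4 fall under it only as called members of lists, and their single values were singled out after being seen. Some genes under the rule are not reported here. The gene lists were written by hand and stand in for the KEGG pathways of the paper: 9 for pathways and 12 for cell types (skeletal muscle, intestinal epithelium, exocrine pancreas, B cells, T cells, macrophages, lipid-associated macrophages, adipocytes, brown and beige adipocytes, mesothelium, keratinocytes and endothelium).

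The alternatives were size factors by the RLE method, no filter on low counts, edgeR's filterByExpr, DESeq2 1.42.0, the setting legacy=FALSE, a fit of the 8 libraries of 1 tissue, a block by replicate number, limma voom with the mouse as a random effect (correlation within mouse 0.13), counts summed per gene symbol, no block for the mouse in the comparison of tissues, other rules for expressed genes, and each mouse left out in turn.

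The tests were run on simulated data in which 200 of 13288 transcripts were changed. These were drawn from transcripts above a floor of expected counts, and each was changed by more than 1.5 on the log2 scale. No effect of the mouse was simulated. The shares recovered therefore do not cover genes of low counts or smaller changes. edgeR called 98% of those changed in SAT and 96% of those changed in VAT, with 1.01% and 1.54% false calls. The test of the difference between tissues called 91% of genes changed in SAT alone and 87.5% of those changed in VAT alone, with 6.67% and 4.37% false calls. DESeq2 called 97.5% and 96.5% in SAT and VAT, and limma voom 97% and 94%.

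Body and tissue weights were not analysed here. The paper's enrichment of KEGG and GO terms was not rerun, and their annotation was not used here.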

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

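The tests of the stearoyl-CoA desaturase paralogs were chosen after the result was seen, and the count of splits of the mice was planned.

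In 160 groups of 4 libraries (library totals, shares and named genes), 12 held a library far from the other 3, where chance at 1 in 20 gives 8.0. Obese replicate 4 accounts for 4 of the 12, all in VAT: its share of counts on Scd1 was 12.5% (others 18.0% to 18.5%), Atp6v0d2 was at 55.8 CPM (18.1 to 23.4), Enpep at 234.9 CPM (343 to 354) and Gpnmb at 1067 CPM (199.7 to 246). Without it Atp6v0d2, Enpep and Gpnmb were still called in VAT. The other 8 were the total of VAT obese replicate 1 with 2247737 counts (10391573 to 11615347), Scd3 in VAT lean replicate 2 with 9.39 CPM, Ucp1 in SAT obese replicate 3 with 5.18 CPM, Cyp2f2 in SAT obese replicate 1 with 7.62 CPM and in VAT lean replicate 3 with 25.6 CPM, Mrgprg in SAT lean replicate 4 with 47.2 CPM, Erv3 in VAT obese replicate 2 with 5.86 CPM, and Pcdhga8 in VAT lean replicate 4 with 5.52 CPM. Library totals do not enter a CPM beyond its counting error. No biological explanation was tested for single mice, since the design names none.

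The diet response differed between VAT and SAT for 288 genes, and 1953 had an unadjusted p below 0.05 (edgeR). In the 34 other splits of the 8 mice into 4 and 4, at most 5 genes were called. So 1 of the 35 splits, the real one, gives as many, the smallest share that the splits can give. Every other split mixes lean and obese mice, which widens the spread within its groups, so the splits measure chance only in part. A set of 54 transcripts held those the paper names, those the rule takes for their size or tissue difference, and Scd1, Scd2 and Scd4. List members named only as such, Gm7609, Utrn and Dusp4 were not in it. Of the 54, 24 differed, 9 with the higher log2 fold change in VAT and 15 with the lower. The differences (VAT minus SAT, log2 scale, in the fit with the mouse as a block) were 4.93 for Trdn, 4.86 for Cldn11, 3.36 for Hspb7, 3.26 for Mrgprg, 2.92 for Gpnmb, 2.40 for Agt, 2.36 for Atp6v0d2, 2.195 for Cyp2f2 and 1.11 for H2-Ab1. They were -4.29 for Acaca (XM_006531954.chr11), -4.25 for Hephl1, -2.53 for Gm13293, -2.40 for Kcnj15, -2.26 for Me1, -2.26 for Elovl6, -2.18 for Enpep, -2.16 for Gm10419, -1.95 for Gprin3 (XM_006506084.chr6), -1.89 for Pcdhga8, -1.61 for Scd2, -1.43 for Klb, -1.38 for Adipor2, -1.30 for Slc25a1 and -1.24 for Pcdhb22. A tissue difference in the diet response is the biological explanation the design gives, and stays open as a hypothesis. The cell composition of the depots, weighed under other observations, stays open beside it.

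Scd1 took 24.4% of the counts in SAT of obese mice and 16.8% in VAT of obese mice, a share the paper does not report. Reads of its paralogs counted on Scd1 cannot be told apart from a rise of Scd1: Scd2, Scd3 and Scd4 together had 5322 CPM in obese SAT, 2.60% of the 204436 CPM that Scd1 gained, but reads counted on Scd1 would be missing from these counts. In the other direction, reads of Scd1 counted on a paralog would give a fixed share of the Scd1 counts. For Scd3 this was excluded, since its counts per Scd1 count, scaled as for CPM, ranged from 3.04 to 174 in obese SAT (chi-square per degree of freedom 149.8 over the 8 SAT libraries, Monte Carlo exact multinomial test, p = 1e-05, the smallest that 100000 simulations can give). For Scd4 the share was even (1.03, 118 counts in all, Monte Carlo exact multinomial test, p = 0.39), so its rise in SAT may come from reads of Scd1. In VAT, where Scd4 was not called, the share was not even (chi-square per degree of freedom 4.105, 113 counts in all, Monte Carlo exact multinomial test, p = 6.2e-04). The test allows for counting error only and not for spread between mice, so it leaves open whether reads of Scd1 account for these counts. A diet effect on Scd1 itself stays open. The large share of 1 gene also lowers the CPM of every other gene in the library, which TMM allows for.

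Of the genes named for the size of their change among those without overlap, some are not discussed in the paper. In SAT, Il1rn (NM_001039701.chr2, 1 of 4 transcripts) had a log2 fold change of 4.40 with counts of 1, 0, 0 and 0 in lean mice and 10, 3, 14 and 17 in obese mice. Summed over the gene's transcripts it was not called (2.10, adjusted p = 0.074, edgeR). Ereg (NM_007950.chr5) had 4.17 on 0, 0, 0 and 0 against 3, 1, 6 and 1 counts, which depends on the prior count and is no bound, and it was called in 0 of the 5 fits with a mouse left out that tested it. Cldn11 (NM_008770.chr3) had -5.33, with 100, 6, 3 and 8 counts in lean mice and 0, 2, 0 and 1 in obese mice, and -3.55 without lean replicate 1. In VAT, the transcript XM_036159169.chr15 had 5.34 (0, 0, 1 and 0 against 8, 14, 9 and 24 counts) and XR_004938930.chr15 had -3.31 (4, 320, 68 and 54 against 2, 16, 9 and 9 counts), both without a symbol. All 5 rest on low counts in at least 1 group, and Il1rn, Ereg and Cldn11 were too low in SAT to be tested in the fit of the 8 SAT libraries. No technical explanation beyond counting error was tested for them, and a response to the diet is an untested explanation.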

How the results depend on the processing

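All alternatives reported here were set in advance.

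The counts of upregulated genes in SAT stayed within 1.5 times of 199 under all alternatives (164 to 254) and with each mouse left out (165 to 232). Downregulated genes in SAT lay between 144 and 209, and between 103 (without lean replicate 2) and 175 (without lean replicate 4) with a mouse left out. Upregulated genes in VAT lay between 262 and 384, and between 180 (without obese replicate 4) and 360 (without obese replicate 3). Downregulated genes in VAT numbered 188 without a filter on low counts, which tests 43411 transcripts, and between 62 (without obese replicate 4) and 128 (without lean replicate 1). At the limit of 1.5, more genes were called in VAT than in SAT under all but 3 settings. These were the fits without lean replicate 3 (308 and 310), lean replicate 4 (363 and 372) and obese replicate 4 (242 and 287).

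Genes changed in opposite directions beyond 1 numbered 8 without a filter on low counts, 2 with limma voom and the mouse as a random effect, and 3 or 4 with a mouse left out. Beyond 0.5 there were 20 without a filter on low counts, and between 8 (without obese replicate 3) and 12 (without lean replicate 3). The difference between tissues was called for 462 genes by DESeq2 and for 128 without the mouse as a block, and for between 134 (without obese replicate 4) and 403 (without lean replicate 1) with a mouse left out, with 152 without lean replicate 3 and 185 without lean replicate 2. The cause was not tested.

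Counts of genes expressed in 1 group alone moved widely. With a CPM above 1 in at least 1 library they were 609 for lean SAT, 1401 for lean VAT and 1409 for obese VAT. With the mean CPM above 1, lean VAT had 582. With TMM effective library sizes obese SAT had 421 and both obese tissues 189, and with a CPM above 2 obese SAT had 119. With each mouse left out they ranged from 169 to 434 for lean SAT, from 124 to 520 for lean VAT, from 137 to 352 for obese SAT, from 312 to 999 for obese VAT and from 39 to 375 for both obese tissues. These fits ask for 3 of 3 libraries in the shortened groups, which by itself lowers the number expressed there. The totals over all groups (8967 to 17538, and 11433 to 11566 with a mouse left out) stayed within 1.5 times of 11921.

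With the estimated correlation, camera called 0 lists rising and 0 falling in SAT, against 5 and 1. With counts summed per gene symbol 2 lists fell in SAT. The lists were run with fry, the estimated correlation, RLE, filterByExpr, the replicate block, counts summed per gene symbol and each mouse left out. In all of these the 3 rising lists in VAT were called, and 4 or 5 falling ones. Of the results per list under alternatives, 98 were unchanged, 1 gained its call, 7 lost it and 2 changed direction. With a mouse left out 141 were unchanged and 3 changed direction. All 5 changes of direction are those of the lipolysis list in SAT, which was not called in any fit (adjusted p = 0.9247 with fry, 0.9055 with counts summed per gene symbol, and 0.5966 to 0.9151 with a mouse left out).

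For the named genes, 909 of the results under alternatives kept their direction and side of the threshold, 8 gained a call, 18 lost it and 5 changed sign. With a mouse left out these numbers were 760, 1, 39 and 10. The only changes of sign of a called gene are those of Slco2b1 (NM_001252531.chr7), with 0.56 in SAT and 0.33 in VAT when the counts of its 8 transcripts are summed. The other transcripts enter this sum. The other changes of sign lie in genes not called in that tissue: Tspan10 in SAT (-0.2173 with limma voom) and Erv3 in SAT (0.0965 with the replicate block and 0.1108 with limma voom), and with a mouse left out Aadac in VAT (-4.9928 to 0.5101), Gprin3 (NM_183183.chr6) in VAT (-0.0207 to 0.5944), Mrgprg in VAT (-1.8397 to 0.3324), Erv3 in SAT (-0.52 to 0.5429) and Zg16 in SAT (-0.4947 to 0.1151).

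The block by replicate number pairs a lean and an obese mouse that share only a number. The correlation of such pairs was between -0.0942 and 0.0545 (median 0.0012) in SAT and between 0.0814 and 0.173 (median 0.121) in VAT. Library depth limits genes of low counts: with every library thinned to 1256082 counts, 155 genes were called in SAT and 207 in VAT (medians of 5 draws).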

Differences from the paper's values

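Expressed only in lean VAT were 309 genes here and 582 in the paper, or 2.59% against the paper's 4.4%. Among the alternatives set before the data were examined, the number falls within 1.5 times of the paper's with the mean CPM of the group above 1 (582, or 4.41%), with a CPM above 1 in at least 2 libraries (415, or 3.08%) and without obese replicates 1 (444), 2 (520), 3 (488) and 4 (496). It does not with all 4 libraries (245), at least 1 library (1401), TMM effective library sizes (242), counts summed per gene symbol (250), a CPM above 2 (244), or without lean replicates 1 (194), 2 (133), 3 (173) and 4 (124). With the mean CPM above 1, the other counts of expressed genes in the paper are reached as well.

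Downregulated in VAT were 111 genes here and 428 in the paper. All alternatives set before the data were examined differ from the paper's number: RLE 121, no filter 188, filterByExpr 120, DESeq2 128, legacy=FALSE 149, the 8 libraries of VAT alone 94, the replicate block 114, limma voom 122, counts summed per gene symbol 118, and between 62 and 128 with a mouse left out. The fit of the 8 VAT libraries gives 428 downregulated genes at a log2 fold change below -0.5, a limit chosen after seeing the values, with 701 upregulated genes at that limit. The same fit at 1.5 gives 164 and 144 genes in SAT and 262 upregulated genes in VAT, the numbers of the paper.

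In VAT 421 genes were called here and 690 in the paper. The alternatives within 1.5 times of the paper's number are no filter on low counts (534), legacy=FALSE (533), limma voom (482), without lean replicate 1 (481) and without obese replicate 3 (466). Outside it are RLE (420), filterByExpr (395), DESeq2 (423), the 8 libraries of VAT alone (356), the replicate block (414), counts summed per gene symbol (392), and the fits without lean replicates 2 (355), 3 (308) and 4 (363) and without obese replicates 1 (374), 2 (357) and 4 (242).

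The paper has more genes downregulated than upregulated in VAT. Here 310 were upregulated and 111 downregulated, and in SAT, as in the paper, more were upregulated than downregulated (199 and 166).

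The paper lists Klb among the genes changed in opposite directions. Here its rise in SAT (log2 fold change 0.55) was not called (adjusted p = 0.0713, edgeR). It was called without a filter on low counts (0.0279), in the fit of the 8 SAT libraries (0.0219), with the replicate block (0.0338) and with limma voom (0.0488). It was called in 0 of the 8 fits with a mouse left out. Summed over the gene's 2 transcripts the change was 0.24 (adjusted p = 0.388, edgeR). The 10 other genes of that table passed the limits in both tissues, and Gm7609, Utrn and Dusp4, which the table does not hold, passed them as well.

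The paper finds no pathway downregulated in SAT, from a test of pathways among the genes past its limits. The test here is unlike it, since camera compares all tested transcripts of a list with the others, at any size of change. Here the hand-written list for branched-chain amino acid degradation and propanoate fell in SAT (median log2 fold change -0.37, 39 of 44 transcripts lower, camera adjusted p = 2.58e-05), though not with the estimated correlation (0.125). The paper reports few upregulated pathways in SAT, both of lipid metabolism. Those lists rose here too, and so did the lists for chemokines, for IgA production and for endosomal Toll-like receptors, 5 of 9 in all. With the estimated correlation 0 lists were called as rising in SAT.

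Of the 62 entries of Tables 1 to 3, 42 could be compared in a single transcript, and all 42 log2 fold changes lay within 1 standard error of the paper's, with a largest difference of 0.0573, or 0.0202 when each tissue was fitted alone. Both rest on the same libraries, so a standard error, which reflects the spread between mice, is a wide limit here.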

Other observations

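Chosen after the result was seen were the tests of single muscle genes, of lymph node tissue on macrophage genes, of expressed genes by group, of genes with several transcripts and of the share of adipocytes.

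Trdn and Hspb7 fell in SAT and rose in VAT. Skeletal muscle carried over with the fat would bring all abundant muscle transcripts. The skeletal muscle list (24 genes, 9 of them tested in 10 transcripts) had a median log2 fold change of 0.035 in SAT and -0.13 in VAT, which decides nothing, since its members went both ways. Tnnc2 fell in SAT (-2.55), and Casq1 rose in VAT (1.77) and in SAT (1.10). Of the 10 list genes with 1 transcript in the table, 0 reached the mean of Trdn (33.5 CPM) or Hspb7 (78.3 CPM) in lean SAT. The highest was Casq1 with 15.7 CPM, Ckm and Myh4 had 0.0 CPM, and the median was 0.416 CPM. This argues against muscle as the source of the higher Trdn and Hspb7 in lean SAT. In VAT, where Trdn gained 6.27 CPM (1.64 in the lowest obese library) and Hspb7 48.6 CPM (30.0 in the lowest), 6 of the 10 genes were lower in obese mice. Casq1 alone reached the lowest gain of Trdn, with 6.12 CPM, and 0 reached that of Hspb7. The next highest was Tnni2 with 0.632 CPM, and Ckm gained 0.192 CPM. This argues against muscle as the source of the rise of either gene in VAT. A diet response of fat cells or of other cells in the depots stays open and was not tested.

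Zg16 and Slc5a1, genes of the intestinal epithelium, fell in VAT of obese mice. The other transcripts of that list fell too: the 8 tested ones had a median log2 fold change of -0.71, and 16 of all 20 were lower in obese VAT. The 12 that were not tested summed to 0.641, 21.1, 0.536 and 30.7 CPM in the lean VAT libraries, to 0.383, 0.825, 0.671 and 0.514 CPM in the obese ones and to at most 0.345 CPM in SAT. Most abundant were Fabp2 (15.1 CPM) and Fcgbp (7.51 CPM) in lean replicate 4. A candidate explanation is intestinal epithelium carried over with the mesenteric fat of lean replicates 2 and 4. The whole list had a median of 0.25 in SAT and -1.03 in VAT (camera, adjusted p = 0.0416, fry 0.254). Of its 20 genes, 9 were tested, Fabp2 is also in the PPAR list and Krt19 in the mesothelium list. A diet effect stays open, untested.

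Immune genes rose in VAT of obese mice. The median log2 fold change was 1.22 for B cells (10 transcripts tested), 1.35 for T cells (7) and 1.24 for macrophages (12, camera adjusted p = 2.02e-13), and in SAT -0.06, 1.04 and 0.63. More lymph node tissue in the obese samples cannot be told apart from more immune cells in the fat for the B cell and T cell genes, since both raise these genes and no marker of the node was among the lists. B cell genes summed to 369.6, 228.2, 52.9 and 172.3 CPM in lean VAT and 340, 490.7, 311.2 and 604.1 CPM in obese VAT. For the macrophage genes lymph node tissue is argued against: obese libraries all lay above lean ones in 11 of 12 macrophage transcripts but in 3 of 10 B cell transcripts, where chance gives 1.43%. Lipid-associated macrophages, a list that shares Lpl and Plin2 with others, had 0.73 in SAT and 1.68 in VAT. An effect of the diet on macrophages stays open as a hypothesis.

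The metabolic lists fell in VAT. A lower share of adipocytes would raise the genes of all other cell types alike only if those kept their proportions. Macrophage and endothelium lists moved apart by 1.05 in VAT (permutation over transcripts, p = 5.6e-04, which does not cover the spread between mice). A gain of macrophages would itself lower the share of adipocytes, so this does not decide the question. In VAT 25 of 27 adipocyte transcripts were lower in obese mice. A lower share of adipocytes and a gain of macrophages both stay open. The adipocyte list had a median of -0.19 in SAT and -0.66 in VAT, endothelium 0.46 and 0.19, brown and beige adipocytes -0.23 and 1.04, mesothelium 0.00 and -0.43, keratinocytes -0.31 and -0.42, and exocrine pancreas 0.40 and -0.04. The adipocyte list shares 6 genes with the PPAR list and 5 with the lipolysis list.

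Other splits of the 8 mice into 4 and 4 gave at most 0 called genes in SAT and 1 in VAT, against 365 and 421. So 1 of 35 splits gives as many in either tissue, the smallest share that the splits can give. Every other split mixes lean and obese mice, which widens the spread within its groups and lowers its calls. The splits therefore measure chance only in part. At an unadjusted p below 0.05 the other splits had medians of 410 and 483.5 genes and highest numbers of 1024 and 2037. The real split had 3343 and 3137 (edgeR).

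More genes were called in VAT than in SAT, 1.15 times as many. Median library totals were higher in SAT than in VAT for both diets, so library size would favour calls in SAT and is argued against. With every library thinned to the same total the ratio was 1.34 (1.21 to 1.71 over 5 draws). The tissue is an open explanation, and 3 fits with a mouse left out had the reverse order.

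Fewer genes were expressed only in obese SAT than only in obese VAT, with a ratio of 2.99. With TMM effective library sizes it was 1.29, so a larger share of counts on Scd1 and other abundant genes in obese SAT may explain part of it. With the mean CPM above 1 it was 4.82. Thinning to the same total left it at 2.44 (2.37 to 2.53), which argues against library size. Over the 70 assignments of mice to the diets, chance cannot be excluded for the genes only in obese SAT (share 0.329) or only in lean VAT (0.857). Before adjustment the share was below 0.05 for those only in obese VAT (0.0286) and only in lean SAT (0.0429). The adjusted p was 0.107 for both (one-sided exact permutation tests).

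Genes with several transcripts in the table tend to have low counts where their complex is abundant. The median CPM of cytosolic ribosome genes was 325 for 47 genes with 1 transcript and 2.72 for 33 with more, a ratio of 119.8 (permutation p = 2e-05). It was 62.3 and 2.27 for NADH dehydrogenase (24 and 25 genes, permutation p = 0.0015), and 177 and 2.34 for the proteasome (23 and 17 genes, permutation p = 4e-05). Reads shared by overlapping transcripts may have been counted on none of them. Over all protein-coding genes the rank correlation of the number of transcripts with CPM was weak (rho -0.0648). Among examples chosen after their values were seen, Gapdh had 69 counts over 16 libraries and Actb, with 1 transcript, 598050.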
